# NAT10 promotes the progression of clear cell renal cell carcinoma by regulating ac4C acetylation of NFE2L3 and activating AKT/GSK3β signaling pathway

**DOI:** 10.1038/s41419-025-07528-w

**Published:** 2025-04-02

**Authors:** Zenghui Sun, Yuqiong Wang, Chao Zheng, Lixiang Xiao, Yuanwei Zang, Liang Fang, Xixi Cui, Mingjie Chang, Qiyu Sun, Wenjuan Li, Juchao Ren

**Keywords:** Renal cell carcinoma, Cell biology

## Abstract

Clear cell renal cell carcinoma (ccRCC) is the most common histological subtype of renal cell carcinoma, and the tumour growth and metastasis of ccRCC are related to prognosis. N4-acetylcytidine (ac4C) is one of the major modifications of RNA and is known to be mediated by N-acetyltransferase 10 (NAT10). The role of NAT10 in cancer is gradually being revealed, although the role of NAT10-mediated RNA ac4C modification in ccRCC has not been reported. In this study, NAT10 was found to be upregulated in ccRCC tissues and associated with a poor prognosis in patients. HIF-1α activated NAT10 expression at the transcriptional level. CCK8, EdU, Transwell and scratch assays after NAT10 knockdown or overexpression showed that NAT10 promoted cell proliferation and migration. The results of subcutaneous xenograft and caudal vein injection showed that NAT10 promoted tumour growth and metastasis in vivo, while Remodelin inhibited tumour growth. The acRIP-seq, RIP, RNA stability and dual luciferase reporter experiments showed that NAT10 activated ac4C acetylation of NFE2L3 mRNA and promoted NFE2L3 mRNA stability. The ChIP-seq results showed that NFE2L3 regulated the expression of LASP1 and thus activated the AKT/GSK3β signalling pathway. In summary, our results suggest that NAT10 mediates ac4C acetylation of NFE2L3 mRNA, promotes its mRNA stability, regulates the LASP1-AKT/GSK3β/β-catenin axis and promotes the progression of renal clear cell carcinoma.

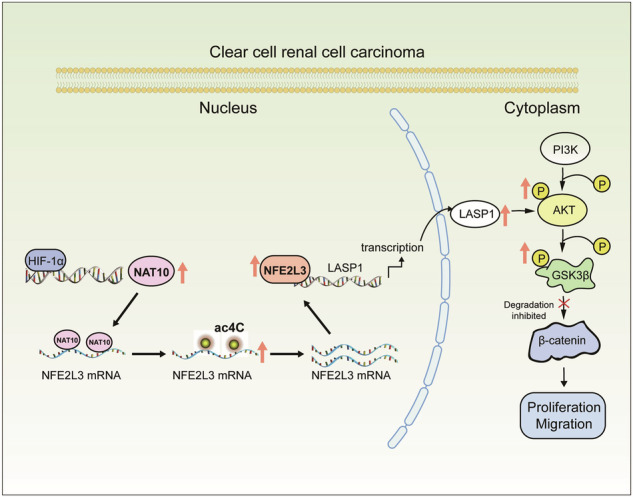

## Introduction

Renal cell carcinoma (RCC) is one of the most common urogenital cancers. In 2020, there were more than 400,000 new diagnoses of kidney cancer, causing nearly 180,000 deaths worldwide [1]. Clear cell renal cell carcinoma (ccRCC) is the most common histological subtype, accounting for 75–80% of all renal cell carcinomas [2], and has a lower survival rate than papillary renal cell carcinoma and renal chromophobe cell carcinoma [3]. Many patients with RCC are first diagnosed at an advanced stage, and the overall prognosis is poor. Tumour metastasis is the most dangerous factor and determines the treatment and prognosis of RCC patients. Systemic therapy for metastatic clear cell renal cell carcinoma includes targeted therapy and immunotherapy. However, the 5-year survival rate of metastatic renal cell carcinoma is still approximately 10% [4]. Therefore, it is of great significance to find effective molecular diagnostic markers and therapeutic targets for the intervention of ccRCC metastasis and progression [5].

Posttranscriptional mRNA carries a variety of chemical modifications that play an important role in gene expression. The known internal mRNA modifications include base methylation, such as N6-methyladenosine (m6A), N1-methyladenosine (m1A), 5-methylcytosine (m5C), 5-hydroxymethylcytosine (hm5C), 2-O methylation (Nm), and uridine to pseuduridine isomerization (ψ). Abnormal regulation of RNA epigenetics is a key factor affecting tumour progression [6–8]. Arango and colleagues found that N4-cytidine acetylation (ac4C) is a novel mRNA modification that can improve the stability and may promote translation efficiency of transcripts [9]. Ac4C was initially found to exist in the first anticodon of bacterial tRNAmet [10] and was essential for coding accuracy in protein synthesis [11]. In eukaryotic RNA, ac4C was found to exist at specific sites of tryptophan and leucine tRNAs and 18S rRNA [12, 13] and was catalyzed by NAT10 and its homologous proteins, which were identified as the acetyltransferases of ac4C in human tRNA and rRNA [14]. In 2016, researchers used mass spectrometry to show that ac4C also existed in human mRNA [15], and ac4C acetylation has been shown to promote the stability of mRNA, influence tRNA selection and thus regulate mRNA translation [9]. According to recent reports, the high expression of NAT10 indicates a poor prognosis of malignant tumours. NAT10-mediated ac4C of COL5A1 promotes metastasis and EMT in gastric cancer [16], and NAT10-mediated ac4C acetylation of mRNA promotes the development of bladder cancer [7]. Although NAT10-mediated mRNA ac4C modification has been continuously studied, the role of mRNA ac4C acetylation in ccRCC remains unknown.

Our study found that NAT10 was highly expressed in ccRCC and correlated with a poor prognosis in ccRCC patients. NAT10 mediated ac4C modification of NFE2L3 to promote its mRNA stability, thus promoting the proliferation and migration of ccRCC cells by regulating the LASP1/AKT signalling pathway. Our study revealed that the NAT10-NFE2L3-LASP1-AKT/GSK3β axis plays a carcinogenic role in the progression of ccRCC.

## Results

### Increased NAT10 expression is associated with a poor prognosis in patients with ccRCC

TCGA KIRC data showed that compared with normal tissues, the expression of NAT10 in ccRCC was significantly increased (*p* < 0.05) (Fig. 1a, Supplementary Fig. S1g). By extracting RNA from ccRCC tissues and corresponding adjacent tissues, we found that NAT10 was highly expressed in most ccRCC tissues, which was consistent with the results of the database (Fig. 1b). Immunohistochemical (IHC) staining results were consistent with the above results, showing that the expression of NAT10 in ccRCC tissues was higher than that in paracancerous tissues (Fig. 1c). Kaplan‒Meier analysis showed that higher NAT10 expression was associated with a poor prognosis in ccRCC patients (Fig. 1d). In addition, UALCAN (http://ualcan.path.uab.edu/analysis.html) and TISID8 data (http://cis.hku.hk/TISIDB/) showed that the expression of NAT10 in ccRCC was significantly higher in WHO/ISUP stage IV than in WHO/ISUP stage I (Fig. 1e, Supplementary Fig. S1h), and the immunohistochemical results were also consistent with the above results (Fig. 1f, g). Analysis of the IHC staining results showed that NAT10 expression levels were indeed correlated with WHO/ISUP staging of ccRCC (Supplemental Table 1). In summary, these results suggest that the increased expression of NAT10 in ccRCC is associated with the progression of ccRCC and a poor prognosis in patients.

**Fig. 1:**
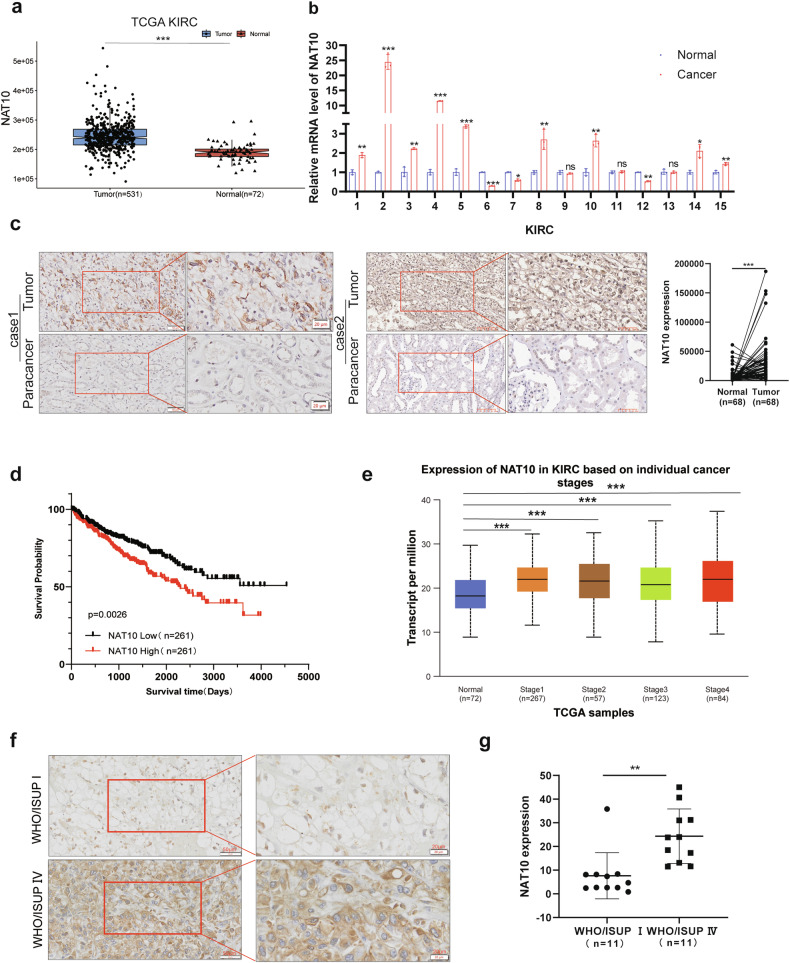
Increased NAT10 expression is associated with a poor prognosis in patients with ccRCC. **a** The TCGA database of Sangerbox 3.0 was used to analyze the expression levels of NAT10 in KIRC cancer tissues (*n* = 531) and normal tissues (*n* = 72). **b** QRT-PCR was used to detect NAT10 mRNA levels in 15 pairs of ccRCC cancer tissues and adjacent para-cancer tissues. **c** Left: Representative images of in situ NAT10 expression levels in 68 pairs of ccRCC cancer tissues and adjacent tissues detected by immunohistochemical staining. Scale: 50 μm (left); 20 μm (right). Statistical analysis of the intensity of immunohistochemical staining (right). **d** Kaplan–Meier analysis survival for ccRCC patients based on NAT10 expression (*n* = 261, *p* = 0.0026, log-rank test). **e** UALCAN was used to analyze the expression level of NAT10 in normal tissues and in each stage of ccRCC. **f** Comparison of expression levels of NAT10 in ccRCC WHO/ISUP stage I and IV by immunohistochemical staining. WHO/ISUP stage I(above), WHO/ISUP stage IV(below). Scale: 50 μm(left); 20 μm(right). **g** Statistical analysis of the intensity of immunohistochemical staining.

### HIF-1α regulates and promotes NAT10 transcription in ccRCC

To explore the regulatory mechanism of increased NAT10 expression in ccRCC, the PROMO website (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) was used to predict the transcription factors that could bind to the NAT10 promoter. The genetic factor leading to ccRCC is primarily mutation of the VHL gene, resulting in the accumulation of the HIF-1α and HIF-2α transcription factors [17, 18]. The PROMO website predicted that there were potential HIF-1α binding sites in the promoter region of NAT10. Therefore, we explored whether HIF-1α regulates the increased expression of NAT10 in ccRCC. We used HIF-1α-specific small interfering RNA to knockdown HIF-1α mRNA and protein expression (Fig. 2a, b; Supplementary Fig. S1j) and found that HIF-1α knockdown resulted in decreased NAT10 expression levels (Fig. 2c, d). Chromatin immunoprecipitation (ChIP) assays revealed the enrichment of HIF-1α transcription factors in the NAT10 promoter region, with VEGFA as a positive control and β-actin as a negative control (Fig. 2f). In addition, the results of the dual luciferase assay showed that the luciferase activity of the NAT10 promoter wild-type plasmid was significantly higher than that of the NAT10 promoter mutant plasmid (Fig. 2e). Hypoxia significantly increased NAT10 promoter luciferase activity, and NAT10 promoter activity decreased following HIF-1α knockdown under normal and hypoxia conditions, but the mutant promoter luciferase activity was not affected (Supplementary Fig. S1i). VEGFA and LDHA are the known downstream genes of HIF-1α. We found that the expression of NAT10 in ccRCC tissues was positively correlated with the expression of VEGFA and LDHA (Supplementary Fig. S1k). NAT10 expression was positively correlated with HIF-1α expression in ccRCC by analyzing the IHC results and using GEPIA website (Supplementary Fig. S1l, m). IHC results showed that HIF-1α expression was significantly increased in ccRCC (Fig. 2g). High expression of HIF-1α was associated with a poor prognosis in patients with ccRCC (Fig. 2h). The above data indicate that HIF-1α promotes the transcription of NAT10 in ccRCC, which may be one of the reasons for the high expression of NAT10.

**Fig. 2:**
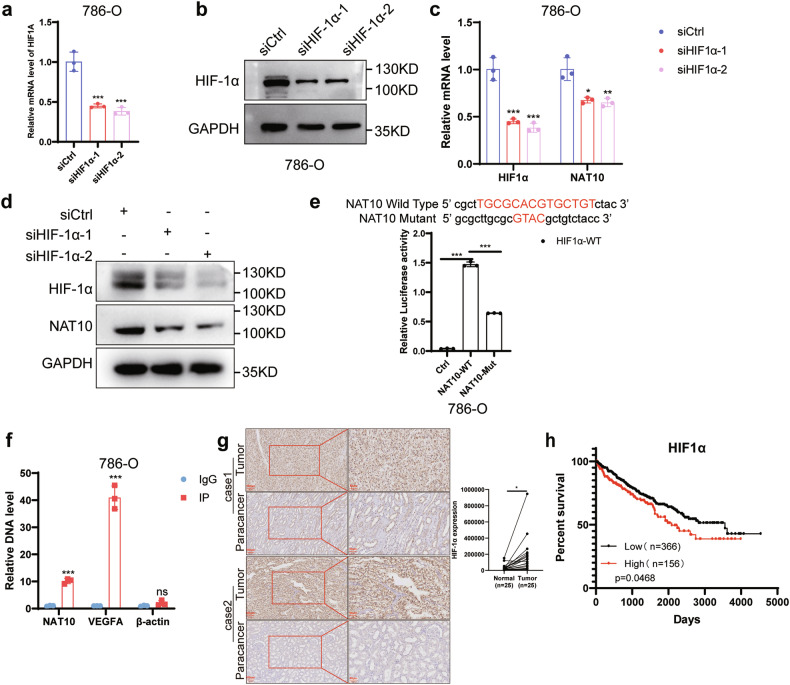
HIF-1α regulates and promotes NAT10 transcription in ccRCC. **a** The effect of HIF-1α-specific small interfering RNA on mRNA knockdown in 786-O cells by qRT-PCR. **b** Western blot analysis of HIF-1α protein knockdown in 786-O cells.**c** The level of NAT10 mRNA in 786-O cells was also decreased after HIF-1α knockdown by qRT-PCR. **d** Western blot analysis showed that the level of NAT10 protein decreased after HIF-1α knockdown in 786-O cells. **e** Dual luciferase reported that HIF-1α was overexpressed, the relative activity of firefly luciferase fused with the wild-type or NAT10 promoter (0, +300) mutant plasmid in 786-O cells. **f** ChIP-qPCR showed that HIF-1α can bind to the NAT10 promoter region (0, +300), VEGFA was the positive control and β-actin was the negative control. **g** Left: Representative images of in situ HIF-1α expression levels in 25 pairs of ccRCC cancer tissues and adjacent tissues detected by immunohistochemical staining. Scale: 100μm (left); 50 μm (right). Statistical analysis of the intensity of immunohistochemical staining (right). **h** Kaplan–Meier analysis survival for ccRCC patients based on HIF-1α expression (*p* = 0.0468, log-rank test).

### NAT10 promotes the proliferation and migration of ccRCC

To explore the role of NAT10 in ccRCC, we constructed ccRCC cell lines (786-O and A498) with NAT10 knockdown (Fig. 3a, b). Downregulation of NAT10 significantly inhibited colony formation (Fig. 3c) and proliferation of 786-O cells and A498 cells (Fig. 3d, e). To confirm whether NAT10 can regulate the cell cycle, we used flow cytometry, which showed that NAT10 knockdown increased the percentage of G0/G1 phase in 786-O cells and A498 cells; that is, downregulation of NAT10 can cause G0/G1 cell cycle arrest (Fig. 3f; Supplementary Fig. S1a). When NAT10 was knocked down in 786-O cells and A498 cells, their migration ability was significantly inhibited (Fig. 3g, h; Supplementary Fig. S1b). To clarify the role of NAT10 in ccRCC, NAT10 wild-type plasmids were transfected into 786-O cells and A498 cells to construct NAT10 overexpression cell lines (Fig. 3i, j; Supplementary Fig. S1c). The overexpression of NAT10 significantly promoted the colony formation and proliferation of 786-O cells and A498 cells (Fig. 3k, l; Supplementary Fig. S1d, e), which also promoted the ability of cells to migrate (Fig. 3m; Supplementary Fig. S1f). These results suggest that NAT10 may play a role in promoting cancer in ccRCC, promoting the proliferation and migration of ccRCC cells.

**Fig. 3:**
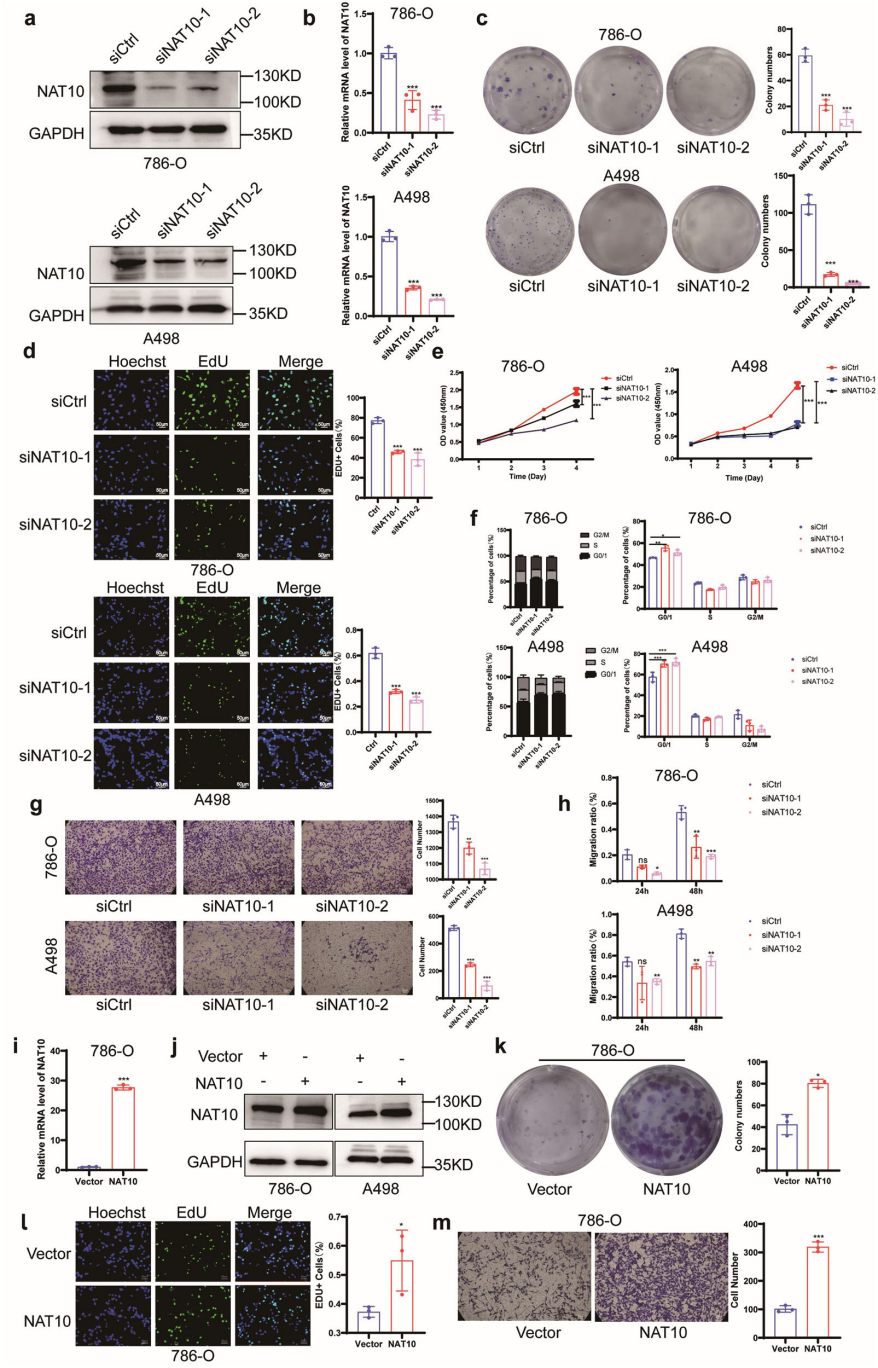
NAT10 promotes proliferation and migration of ccRCC in vitro. **a** Western blot was used to detect the knockdown effect of NAT10 interfering protein in 786-O and A498 cells. **b** The knockdown effect of NAT10 small interference mRNA in 786-O and A498 cells by qRT-PCR. **c** Left: Colony formation assayed evaluating colony generating ability. Right: quantitative analysis of the capacity of cell colony generation. **d** Left: EdU assayed evaluating cell proliferation. Right: Quantified analysis of EdU^+^ proliferating cells. Scale: 50 μm. **e** CCK8 assayed evaluating cell proliferation. **f** Flow cytometry showed that G0/G1 phase cycle arrest occurred after NAT10 knockdown. **g** Left: Transwell assayed evaluating cell migration. Right: quantitative analysis of migrating cells. Scale: 50 μm. **h** The migration ability of 786-O and A498 cells was significantly inhibited at 12 h and 24 h after NAT10 knockdown by scratch assay. **i** The overexpression of NAT10 mRNA in 786-O cells by qRT-PCR. **j** The levels of NAT10 overexpressed protein by western blot. **k** Overexpression of NAT10 promotes the colony generation of 786-O cells. **l** Left: EdU assayed evaluating cell proliferation by NAT10 overexpression. Right: Quantification of cell proliferation. Scale: 50 μm. **m** Left: Transwell evaluated cell migration by NAT10 overexpression. Right: quantitative analysis of migrating cells. Scale: 50 μm.

### NAT10 promotes tumour growth and metastasis in vivo

To explore the role of NAT10 in vivo, the constructed A498 cells with stable NAT10 knockdown (Fig. 4a, b) were used for tumour xenotransplantation. Compared with the control group, the NAT10 knockdown group showed a significant inhibition in the growth of tumours, and the group treated with the NAT10 inhibitor Remodelin also showed a significant inhibition in the growth of tumours (Fig. 4c–e). Dot Blot experiment showed that Remodelin inhibited RNA ac4C modification in ccRCC cells (Supplementary Fig. S1n). To further investigate the effect of NAT10 on tumour metastasis in vivo, A498 cells with stable NAT10 knockdown and control cells were injected into nude mice through the caudal vein. Forty days later, liver and lung imaging results showed that downregulation of NAT10 inhibited ccRCC metastasis (Fig. 4f, g). HE staining showed that the number of liver and lung metastases after NAT10 knockdown was significantly less than that in the control group, which was consistent with previous results (Fig. 4h). In conclusion, upregulation of NAT10 plays an important role in promoting the proliferation and metastasis of ccRCC.

**Fig. 4:**
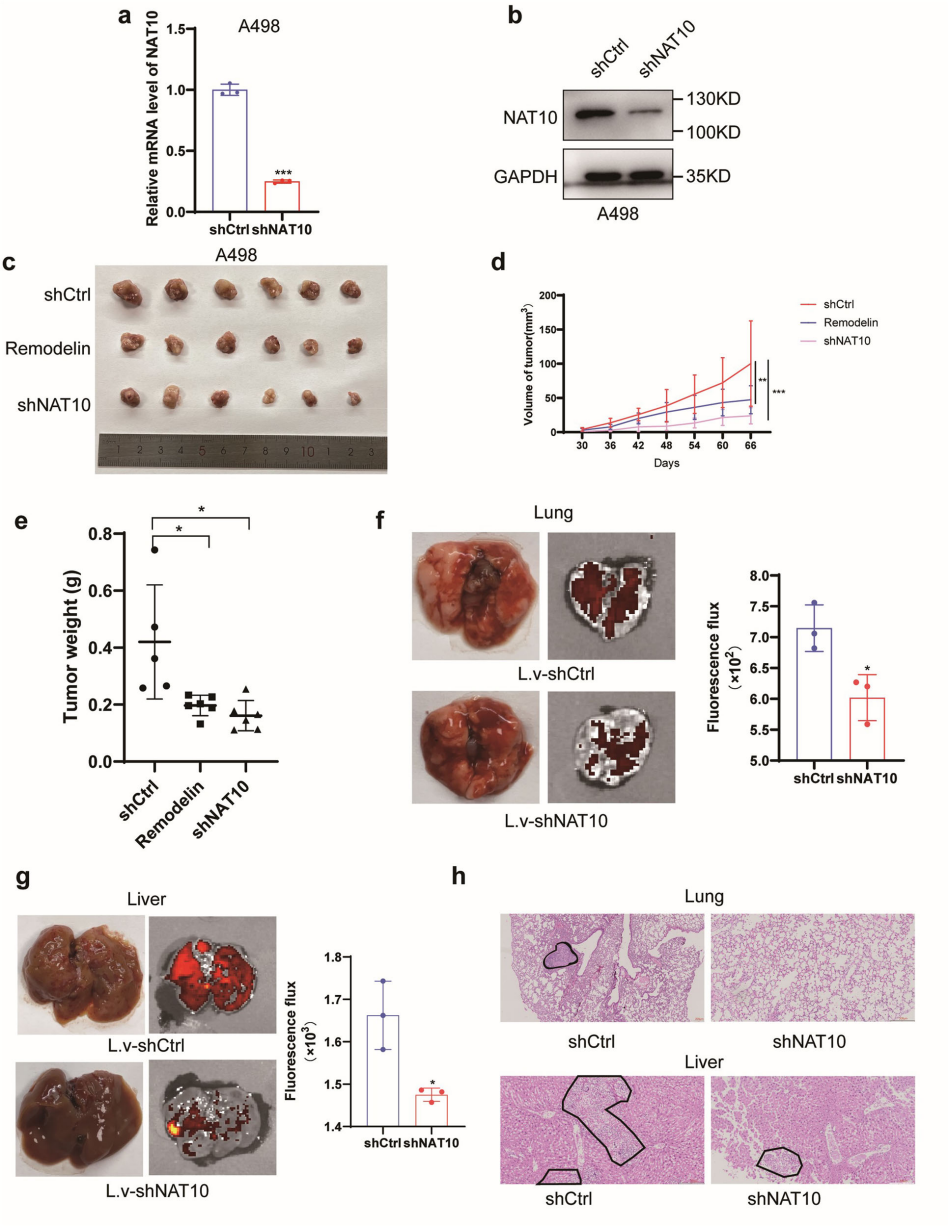
NAT10 promotes tumour growth and metastasis in vivo. **a** The effect of NAT10 knockdown detected by qRT-PCR in A498 cells. **b** The protein level of NAT10 knockdown detected by western blot. **c** Representative images of subcutaneous tumours formed by the indicated cells. **d** The tumour volume of nude mice was monitored every 6 days. **e** Quantitative analysis of subcutaneous tumour after 66 days. **f** Left: Representative image of metastatic lung tumour. Right: quantitative analysis of fluorescence intensity of lung metastasis. **g** Left: Representative image of metastatic liver tumour. Right: quantitative analysis of fluorescence intensity of liver metastasis. **h** HE staining results of metastatic lung tumours (above) and metastatic liver tumours (below).

### NAT10 interacts with NFE2L3 and promotes its stability

To determine the role of NAT10 in promoting the progression of ccRCC, we performed RNA sequencing (RNA-Seq) and ac4C-modified RNA immunoprecipitation sequencing (acRIP-seq) on four pairs of ccRCC tissues and their adjacent tissues. The volcano map and heat map showed both increased and decreased mRNA acetylation (Fig. 5a; Supplementary Fig. S2a), and ac4C modification sites mainly existed in the CDS region of transcripts (Fig. 5b, c). A comprehensive analysis of the acRIP-seq and RNA-seq showed that the expression and acetylation levels of 199 transcripts were increased in ccRCC tissues (Fig. 5d). Since ac4C modification can improve mRNA stability, the 11 candidate genes which had higher level of ac4C modification and mRNA expression in ccRCC tissues were examined, and the results showed that only the NFE2L3 mRNA levels decreased in 786-O cells and A498 cells after NAT10 knockdown (Fig. 5e; Supplementary Fig. S2b). Therefore, we decided to study the mechanism of action of NFE2L3 in ccRCC. The acRIP-seq results showed that the abundance of ac4C in NFE2L3 was significantly upregulated in cancer tissues (Fig. 5f), that ac4C modification mainly occurred in the common sequences of CCHCCRCC (H = G or A, R = G or A or U) (Fig. 5g), and that the ac4C modification sites all existed in the CDS region of NFE2L3. acRIP-qPCR was used to verify the results of the acRIP-seq. After NAT10 knockdown, NFE2L3 mRNA enriched with an ac4C-specific antibody was significantly reduced (Fig. 5h). RIP-qPCR assays showed that, compared with the control antibody IgG, the NAT10-specific antibody could significantly enrich NFE2L3 mRNA (Fig. 5i), indicating that NAT10 could directly specifically bind NFE2L3 mRNA and induce ac4C modification. We wanted to determine whether NAT10 can regulate NFE2L3, and the results showed that after NAT10 knockdown, the NFE2L3 mRNA levels (Fig. 5j; Supplementary Fig. S2c) and protein levels were reduced (Fig. 5k). To determine whether NAT10 regulates the expression of NFE2L3 mRNA by acetylation modification, NFE2L3 wild-type, acetylation site 1 mutant, acetylation site 2 mutant and acetylation site 1&2 mutant (the common acetylation sequence C mutated to G) plasmids were constructed. Dual luciferase reporter assay results showed that NAT10 knockdown reduced the luciferase activity of the wild-type NFE2L3, site 1 mutant and site 2 mutant but had no effect on the site 1&2 mutant (Fig. 5l; Supplementary Fig. S2d). To further clarify the specific regulatory role of NAT10-mediated acetylation on NFE2L3 mRNA, the half-life and translation efficiency (evaluated using relative fluorescence intensity/relative RNA expression [16]) of NFE2L3 mRNA were determined after NAT10 knockdown. The results showed that the stability of NFE2L3 mRNA was reduced after NAT10 knockdown (Fig. 5m; Supplementary Fig. S2e), which also reduced its translation efficiency (Fig. 5n; Supplementary Fig. S2f). To further determine whether NAT10 regulates its expression through acetylation of NFE2L3 mRNA, Flag-tagged NFE2L3 wild-type, site 1 mutant, site 2 mutant and site 1&2 mutant plasmids were constructed. When NAT10 was knocked down, expression of Flag-tagged wild-type NFE2L3, site 1 mutant and site 2 mutant in 293 T and A498 cells was significantly decreased, but no effect was found on the site 1&2 mutant (Fig. 5o; Supplementary Fig. S2g). The expression of NFE2L3 in ccRCC tissues is positively correlated with the expression of NAT10 (Fig. 5p). In addition, NAT10 does not bind to NFE2L3 protein (Supplementary Fig. S2h). We used NFE2L3 RNA probes to detect the presence of co-localization of NFE2L3 RNA and NAT10 protein in ccRCC tissues and 786-O cells (Supplementary Fig. S2i, j). In summary, our results suggest that NAT10 mediates ac4C modification of NFE2L3 mRNA to promote its stability and may also promote its translational efficiency.

**Fig. 5:**
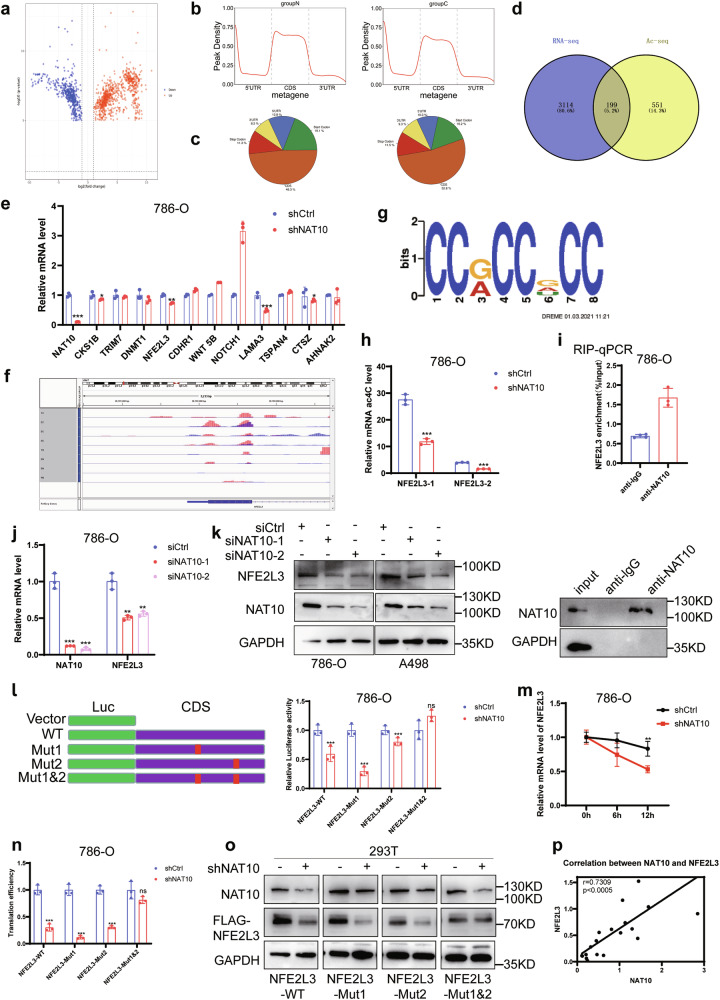
NAT10 interacts with NFE2L3 and promotes its stability. **a** The acetylation levels of different genes with *p* < 0.05 were analyzed to make a volcano map. Blue: decrease in ac4C acetylation level; red: increase in ac4C acetylation level (*n* = 4). **b**, **c** ac4C acetylation of genes mainly occurs in the CDS region. **d** There were 199 gene intersections between RNA-seq and acRIP-seq of genes with increased expression in ccRCC and genes with increased ac4C acetylation in cancer. **e** mRNA variation trend of 11 candidate genes after NAT10 knockdown in 786-O cells. **f** The abundance of ac4C on NFE2L3 mRNA transcripts in ccRCC cancer tissues was detected by acRIP-seq. **g** Overall analysis of ac4C in ccRCC tissues Main common sequence motifs identified in ac4C peaks. **h** acRIP-qPCR revealed ac4C acetylation on NFE2L3 mRNA. **i** RIP-qPCR showed that NAT10 could bind to NFE2L3 mRNA. Below is an anti-NAT10 that specifically pulls down the NAT10 protein. **j**–**k** QRT-PCR and western blot showed that NFE2L3 mRNA and protein level decreased after NAT10 knockdown. **l** The activity of NFE2L3-wild type and mutant vectors after NAT10 knockdown were detected by dual luciferase. **m** RNA attenuation experiment showed that the stability of NFE2L3 mRNA decreased after NAT10 knockdown. **n** The role of NAT10 on NFE2L3 mRNA translation efficiency. (evaluated using relative fluorescence intensity/relative RNA expression [16]). **o** Western blot detection of Flag levels in control group and knockdown NAT10 group verified the effect of NAT10-mediated ac4C modification on NFE2L3 protein. **p** The correlation of NAT10 and NFE2L3 mRNA in 20 ccRCC tissues was performed, *r* = 0.7309, *p* < 0.005.

### NAT10 promotes the progression of ccRCC by regulating NFE2L3

NAT10 expression were positively correlated with NFE2L3 expression in ccRCC by analyzing the IHC results and using GEPIA website (Supplementary Fig. S2l, m). The TCGA KIRC database and IHC results showed that NFE2L3 was highly expressed in ccRCC tissues (Fig. 6a; Supplementary Fig. S2k), and its high expression was associated with a poor prognosis in ccRCC patients (Fig. 6b). To verify the above results, we examined the expression of NFE2L3 in cancer tissues of 12 pairs of ccRCC patients and found by qRT‒PCR that it was generally higher than that in the adjacent tissues (Fig. 6c). To further determine the role of NFE2L3 in ccRCC, NFE2L3 knockdown cell lines were constructed (Fig. 6d, e), and we found that NFE2L3 knockdown significantly inhibited cell proliferation (Fig. 6f, g; Supplementary Fig. S3a, b) and migration (Fig. 6h; Supplementary Fig. S3c). To determine whether NFE2L3 can also regulate the cell cycle, flow cytometry was used, and the results showed that NFE2L3 knockdown increased the percentage of G0/G1 phase in 786-O cells and A498 cells (Fig. 6i; Supplementary Fig. S3d); that is, downregulation of NFE2L3 can cause G0/G1 cell cycle arrest, which is consistent with the role of NAT10 in ccRCC. In addition, downregulation of NFE2L3 expression significantly inhibited the proliferation and migration of ccRCC cells induced by NAT10 overexpression (Fig. 6j, k). Therefore, our experimental data suggest that NAT10 promotes the malignant progression of ccRCC by upregulating the expression of NFE2L3.

**Fig. 6:**
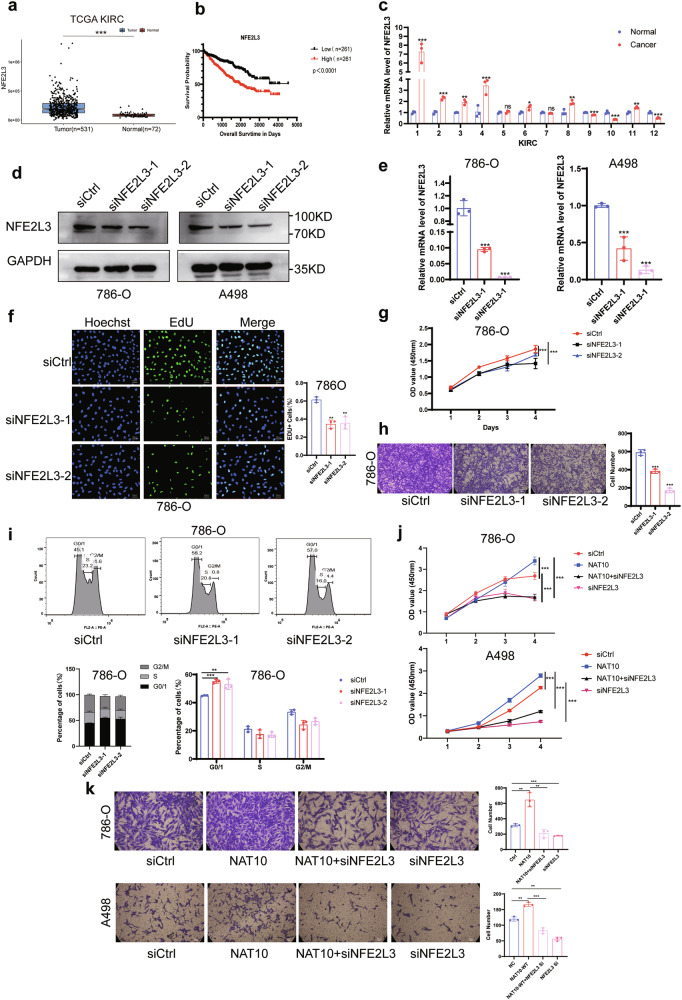
NAT10 promotes the progression of ccRCC by regulating NFE2L3. **a** Relative expression of NAT10 in KIRC and normal tissues in GEO datasets. **b** Kaplan-Meier survival analysis of NFE2L3 expression in ccRCC patients (*n* = 261, *p* < 0.0001, log-rank test). **c** QRT-PCR was used to detect NFE2L3 mRNA levels in 12 pairs of ccRCC cancer tissues and adjacent tissues. **d** Western blot analysis of NFE2L3 knockdown efficiency in 786-O and A498 cells. **e** The knockdown effect of NFE2L3 small interference RNA in 786-O and A498 cells by qRT-PCR. **f** Left: EdU assayed evaluating cell proliferation. Right: Quantitative analysis of EdU^+^ proliferating cells. Scale: 50 μm. **g** CCK8 assayed evaluating cell proliferation. **h** Left: Transwell assayed evaluating cell migration. Right: Quantitative analysis of migrating cells. Scale: 50 μm. **i** Flow cytometry showed that G0/G1 phase cycle arrest occurred after NFE2L3 knockdown. **j** The proliferation ability of 786-O and A498 cells after overexpression of NAT10 and transfection of NFE2L3 siRNAs was detected by CCK8 assays. **k** Left: The migration ability of 786-O and A498 cells after overexpression of NAT10 and transfection of NFE2L3 siRNAs was detected by Transwell assays. Right:quantitative analysis of migrating cells. Scale: 50μm.

### NFE2L3 activates the PI3K/AKT pathway by regulating LASP1

We wanted to determine how NAT10 regulates NFE2L3 to promote the progression of ccRCC, and since NFE2L3 is a transcription factor [19], we performed ChIP-seq for NFE2L3, as well as RNA-seq in 786-O cells with a NFE2L3 knockdown and control 786-O cells. 

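For the RNA-seq, 3 libraries of 786-O cells treated with a control siRNA and 3 libraries of 786-O cells treated with an siRNA against NFE2L3 were analysed. 786-O is an established clear cell renal carcinoma line without functional VHL. Which NFE2L3 siRNA the libraries had is not given in the sources used here. The sample labels give 0 h for the control libraries and 48 h for the knockdown libraries, so the siRNA and the labelled time cannot be separated. The paper's statistics section states in general that data come from independent trials. It does not say that of the RNA-seq libraries or name separate cultures for them, and p-values may then measure only the spread between these libraries, which may be technical. The authors collapsed reads with the same molecular identifier to consensus sequences, mapped them to the Ensembl release 87 genome with STAR and counted reads in exons with featureCounts. The deposited table holds raw counts of 56303 genes. The total counts were 53051297, 57391929 and 55338187 in the control libraries and 55586867, 56806368 and 51828446 in the NFE2L3 knockdown libraries. Of the counts above 0 and under 30, 67.6% to 69.9% per library were even numbers, as when both mates of a read pair are counted, so that low counts rest on fewer fragments than they show. The counts were normalized by TMM, and the 19916 genes kept by filterByExpr were tested with the quasi-likelihood test of edgeR. The spread between replicates corresponded to a biological coefficient of variation of 4.76%. No 2 libraries of a group differed by less than the sampling noise.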

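The targeted transcript was lower in every knockdown library. NFE2L3, which lies on chromosome 7 of GRCh38 from 26152240 to 26187125, had 6171, 6508 and 6403 reads in the control libraries and 1087, 1075 and 1068 reads in the knockdown libraries. Its level was 114.7 ± 1.96 CPM (SD, n = 3), the count scaled to the TMM-adjusted library size, in control cells and 19.8 ± 0.881 CPM (SD, n = 3) in knockdown cells, and the log2 fold change was -2.54 (standard error 0.0482, adjusted p = 3.98e-22 from the quasi-likelihood test of edgeR). With 3 libraries against 3, a two-sided exact permutation test cannot give a p below 0.1, which NFE2L3 reached.
Next to NFE2L3 itself, among genes with a symbol, a mean of at least 5 CPM and no overlap between the groups of libraries, the largest falls were in PGM2, a phosphoglucomutase (log2 fold change -1.34), ALDH2, the mitochondrial aldehyde dehydrogenase (-1.28), the mitochondrial carrier SLC25A23 (-1.04), the interferon-induced gene OASL (-1.03), SSB, which encodes the La RNA-binding protein (-1.03), the glyoxalase GLO1 (-1.02), the receptor tyrosine kinase AXL (-1.01), FAM136A (-0.95) and the actin-capping subunit CAPZA1, which fell from 80.7 ± 3.51 to 40.3 ± 0.622 CPM (SD, n = 3 each). AXL, whose annotated 3′ UTR, like those of ALDH2, SLC25A23 and ZDHHC11, holds a 7-base seed site of siNFE2L3-1, fell from 464.3 ± 6.75 to 231.2 ± 4.83 CPM (SD, n = 3 each). Among the same genes, the largest rises were in NGFR, a neurotrophin receptor (1.19), the peroxiredoxin PRDX4 (1.05), the kinetochore motor CENPE (1.04), the golgin GOLGA4 (1.04), CDK14 (0.99), the nucleolar protein NOLC1 (0.98), ZNF267 (0.96), the palmitoyltransferases ZDHHC11 (0.96) and ZDHHC18 (0.90), and YJEFN3 (0.92). NOLC1 rose from 202.9 ± 6.54 to 400.7 ± 14.6 CPM (SD, n = 3 each). The adjusted p of these genes in edgeR was at most 1.83e-07. The values of YJEFN3, ZDHHC11 and CDK14 are uncertain. YJEFN3 shares 1008 bases of exon sequence with CTC-260F20.3 and 131 with NDUFA13. ZDHHC11 shares exon sequence with BRD9 and CDK14 with CLDN12, and ZDHHC11 also has the close copy ZDHHC11B. ALDH2 shares exon sequence with RP11-162P23.2, and SSB and CAPZA1 overlap METTL5 and ST7L on the opposite strand.
At a p under 0.05 and a fold change of at least 2, the cutoffs of Supplementary material 2, 75 genes were lower and 144 were higher in the NFE2L3 knockdown libraries. Leaving out any 1 library raised both counts, to between 85 and 125 lower genes and between 165 and 266 higher genes. The count of lower genes was 116 without control replicate 2 and 125 without knockdown replicate 1. That of higher genes was 266 without control replicate 1. With the counts halved, an alternative chosen after the data were seen, 35 genes were lower and 60 were higher. At a Benjamini-Hochberg adjusted p under 0.05 from edgeR and no fold cutoff, 2783 genes were lower and 2537 were higher. The groups of libraries did not overlap for 7870 of the tested genes, or 39.5%, where chance gives 10%.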

The results of the RNA-seq showed that 312 transcripts in the NFE2L3 knockdown group were downregulated, and 3 114 transcripts in the ccRCC tissue described above were upregulated. Moreover, after comprehensive analysis of the ChIP-seq results, there were 12 overlapping transcripts (Fig. 7a). 

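All 12 transcripts labelled in Fig. 7b had lower mean levels in the NFE2L3 knockdown libraries, and 10 were lower at an adjusted p under 0.05 from edgeR (11 when adjusted over the list alone). The study chose these genes partly for their fall in these same libraries, so their direction is not independent evidence. Besides LASP1, the transcripts that fell were SLC16A1, a lactate and pyruvate transporter, NR3C1, the glucocorticoid receptor, the death receptor FAS, CD74, the invariant chain of MHC class II, SFN, PIK3IP1, an inhibitor of PI3K, the innate immune receptor TLR4, MEFV and ZC3H12D. The annotated 3′ UTRs of NR3C1 and TLR4 hold a 7-base seed site of siNFE2L3-1, and those of FAS and TLR4 hold sites of siNFE2L3-2. NR3C1 went from 81.5 ± 3.89 to 54.8 ± 0.487 CPM (SD, n = 3 each). Its log2 fold change was -0.57 (standard error 0.0453, adjusted p = 8.09e-10 from edgeR). FAS had a log2 fold change of -0.60 (standard error 0.060, adjusted p = 3.74e-08 from edgeR), CD74 of -0.51 (standard error 0.0858, adjusted p = 5.98e-05) and ZC3H12D of -0.85 (standard error 0.249, adjusted p = 0.0125). OSM (log2 fold change -0.54, adjusted p = 0.138 from edgeR) and EPPK1 (-0.64, adjusted p = 0.0825) did not pass, and their libraries overlapped between the groups. The folds of the 12 transcripts ran from 1.42 to 1.80. None reached 2-fold, and 4 had a p under 0.05 with a fold of at least 1.5. FAS and SLC16A1 overlap genes of the opposite strand (ACTA2 and SLC16A1-AS1), and the strand setting of the counting is not given in the sources used here.

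**Figure D1:**
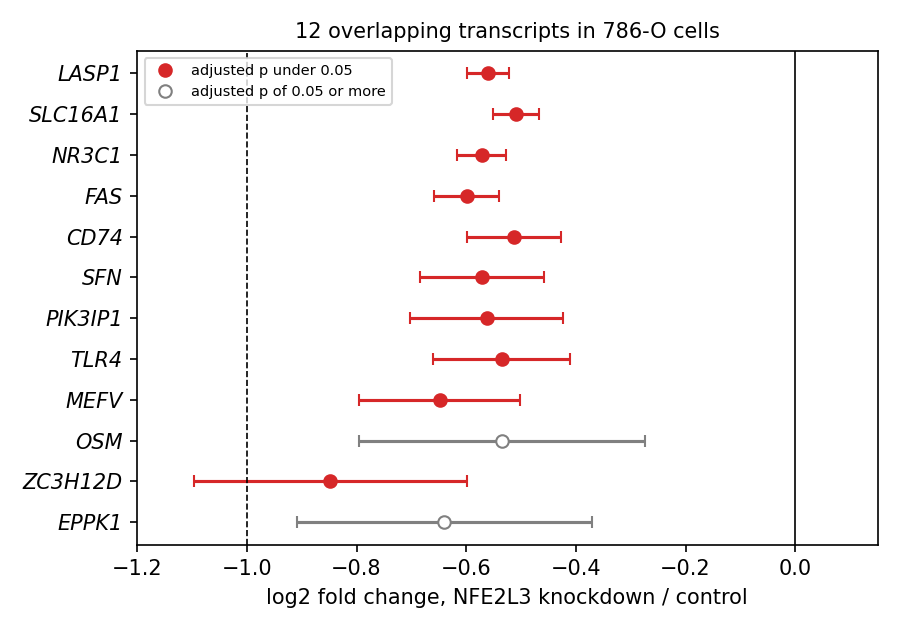
Log2 fold change of the 12 transcripts labelled in Fig. 7b (x axis, NFE2L3 knockdown over control, n = 3 libraries each), ordered from the highest to the lowest mean RPKM. Points are edgeR estimates and bars their standard errors, filled red points have an adjusted p under 0.05, open grey points do not, and the dashed line marks a 2-fold fall; every estimate lies between -0.51 and -0.85.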

Analysis of the expression levels of the 12 transcripts in control cells and NFE2L3 knockdown cells (Fig. 7b) showed that the expression level of LASP1 was the highest in cells, and therefore we hypothesized that NFE2L3 promoted the progression of ccRCC by affecting LASP1 (Supplementary Fig. S4a). 

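LASP1 encodes a LIM and SH3 domain protein that binds actin, and it lies on chromosome 17 of GRCh38 from 38869859 to 38921770 on the plus strand, with 7061 bases of exon. LASP1 had 14553, 16260 and 15909 reads in the control libraries and 10832, 10510 and 9777 reads in the knockdown libraries. Its RPKM, computed from the exon length and the TMM-adjusted library size, was 39.8 ± 0.866 (SD, n = 3) in control cells and 27.0 ± 0.484 (SD, n = 3) in knockdown cells. This is 67.8% of control, a log2 fold change of -0.56 (standard error 0.0387, adjusted p = 7.92e-11 from the quasi-likelihood test of edgeR). The 3 knockdown libraries lay below the 3 control libraries (two-sided exact permutation test, p = 0.1, the smallest p this design allows). LASP1 ranked 1 of the 12 transcripts by RPKM in each of the 6 libraries. SLC16A1 came next, with 29.8 ± 1.21 RPKM (SD, n = 3) in control cells and 21.0 ± 0.483 RPKM (SD, n = 3) in knockdown cells, and the other transcripts were at 8.89 RPKM or less in control cells. The antisense gene RP1-56K13.3 overlaps LASP1 and was at 2.91 CPM on average. The annotated 3′ UTR of LASP1 holds no 7-base seed site of siNFE2L3-1 and 1 site of 6 bases. It holds no 7-base site of siNFE2L3-2 either, and 3 sites of 6 bases. From the level of LASP1, the highest of the 12 transcripts, the paper hypothesizes that NFE2L3 promotes the progression of ccRCC by affecting LASP1.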

We wanted to determine whether NAT10 and NFE2L3 can regulate LASP1, and our results showed that knocking down both NAT10 and NFE2L3 could reduce the mRNA level of LASP1 (Fig. 7c, d; Supplementary Fig. S4b, c) and the protein levels (Fig. 7h, i). ChIP‒qPCR showed that NFE2L3 could indeed bind the promoter region of the LASP1 transcript to regulate it (Fig. 7e). The binding sites of NFE2L3 and LASP1 transcripts mainly occurred in the common sequences of GTCACWCT (W = T or A or C or G) (Fig. 7f). Dual luciferase reporter experiments showed that NFE2L3 could regulate the LASP1 promoter region, and the fluorescence intensity was significantly reduced after mutation in the binding region, indicating that NFE2L3 could promote the expression of LASP1 (Fig. 7g). It has been reported that LASP1 can activate the AKT/GSK3β pathway [20], and the AKT/GSK3β pathway is also activated in ccRCC [21]. Therefore, we examined whether NFE2L3 promotes the progression of ccRCC by regulating LASP1 and thereby activating the AKT/GSK3β pathway. Our results showed that after NFE2L3 knockdown, LASP1 expression was decreased, phosphorylation of AKT and GSK3β was inhibited, and β-catenin expression was also decreased (Fig. 7h), as was also the case after NAT10 knockdown (Fig. 7i). We wanted to confirm that NAT10 indeed regulates the expression of LASP1 and the activation of the AKT/GSK3β pathway by regulating the expression of NFE2L3, and the results showed that the expression of LASP1 and phosphorylation of AKT/GSK3β were not changed after NAT10 knockdown in NFE2L3-knockdown cells (Fig. 7j), the consistent results were obtained by knocking down HIF-1α under normoxic and hypoxic conditions (Supplementary Fig. S4d). Therefore, NAT10 indeed regulates the expression of LASP1 and activation of the AKT/GSK3β pathway by regulating the expression of NFE2L3. The TCGA database showed that the expression of LASP1 was increased in ccRCC tissues (Fig. 7k), which was consistent with the effect of NAT10 and NFE2L3. The expression of NFE2L3 in ccRCC tissues is positively correlated with the expression of LASP1 (Fig. 7l). Overexpression of NFE2L3 or LASP1 after NAT10 knockdown can restore the changes of cell migration caused by NAT10 knockdown (Supplementary Fig. S5a). In conclusion, NAT10 regulates the expression of LASP1 by regulating NFE2L3, thus activating the AKT/GSK3β pathway to promote the progression of ccRCC. We also obtained the consistent results in HeLa cell and gastric cancer cell MGC-803. Knockdown NFE2L3 or LASP1 restored the changes in cell proliferation and migration caused by overexpression of NAT10, indicating that NAT10 might perform similar functions through NFE2L3/LASP1 signalling in other cancers (Supplementary Fig. S5b–e).

**Fig. 7:**
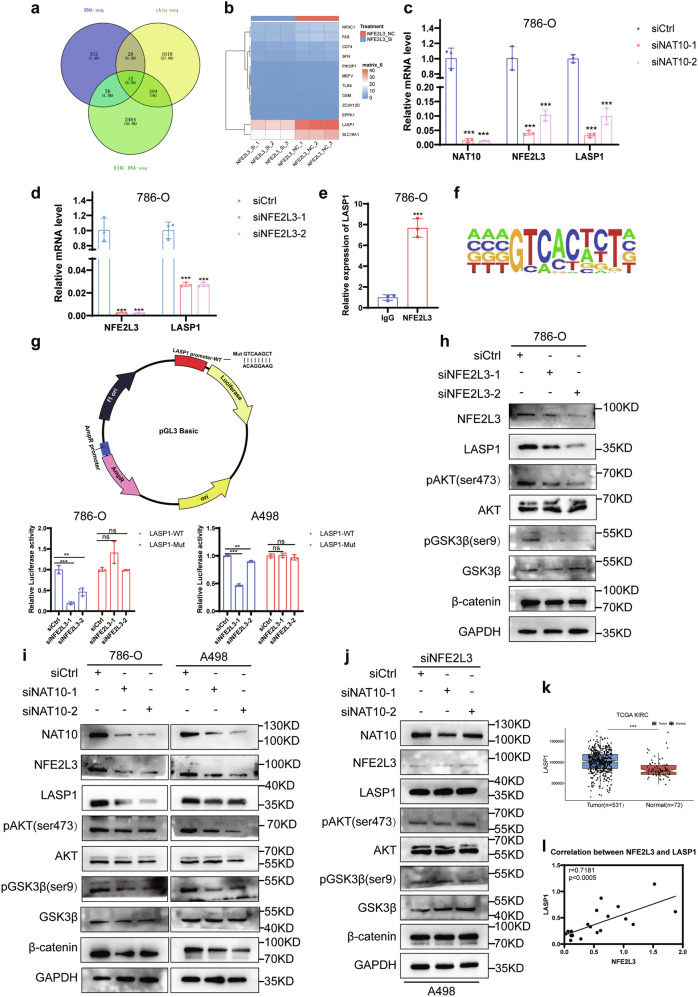
NFE2L3 activates the PI3K/AKT pathway by regulating LASP1. **a** Compared with the control group, RNA-seq results showed that 312 transcripts in the NFE2L3 knockdown group were downregulated and 3 114 transcripts in the ccRCC tissue were upregulated, and ChIP-seq showed that NFE2L3 could bind to the promoter region of 1 618 transcripts. There were 12 overlapping transcripts. **b** The expression levels of 12 overlapping transcripts in control cells and knockdown NFE2L3 cells were analyzed by heat map. **c** The mRNA of NFE2L3 and LASP1 decreased after NAT10 knockdown in 786-O cells by QRT-PCR. **d** QRT-PCR detected the decrease of LASP1 mRNA after NFE2L3 knockdown in 786-O cells. **e** NFE2L3 was detected by ChIP-qPCR to bind to the promoter of LASP1. **f** The binding sites of NFE2L3 and LASP1 transcripts mainly occur in the common sequences. **g** Dual luciferase assay showed that NFE2L3 could regulate the LASP1 promoter region. **h** After NFE2L3 knockdown, LASP1 and β-catenin expression was decreased, AKT/GSK3β phosphorylation was inhibited. **i** After NAT10 knockdown, the expressions of NFE2L3, LASP1 and β-catenin were decreased, the phosphorylation of AKT/GSK3β was inhibited. **j** The expression of LASP1 and phosphorylation of AKT/GSK3β were not changed after NAT10 knockdown in the NFE2L3 knockdown cells, nor was the expression of β-catenin. **k** The TCGA database showed that LASP1 was highly expressed in ccRCC. **l** The correlation of NFE2L3 and LASP1 mRNA in 20 ccRCC tissues was performed, *r* = 0.71181, *p* < 0.0005.

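Among the gene groups fixed before the data were examined and tested as sets, interferon-stimulated genes had the lowest median after NFE2L3 knockdown. Of 41 tested interferon-stimulated genes, 30 were lower and 1 was higher at an adjusted p under 0.05 from edgeR (31 and 1 when adjusted over the list alone), with a median log2 fold change of -0.36. GBP1 went from 154.2 ± 8.76 to 92.1 ± 4.30 CPM (SD, n = 3 each), GBP2 had a log2 fold change of -0.60 and IFIT2 of -0.57. Of 27 NF-κB targets and cytokines, 16 were lower and 1 was higher (17 and 1 when adjusted over the list alone), among them IL6 (log2 fold change -0.56) and CXCL2 (-0.79). The median of this list, -0.241, depended on the control libraries. It was -0.3453 without control replicate 1 and -0.1627 without control replicate 3. Of 37 proteasome genes, 25 were lower and none was higher (25 and none when adjusted over the list alone). PSMC5, which overlaps FTSJ3 on the opposite strand, was at -0.52 and PSMA6 at -0.34. PSMA6 shares 919 bases of exon sequence with RP11-561B11.2 of the same strand, which was at 243 CPM on average. Of 29 targets of the antioxidant response, 14 were lower and 2 were higher (15 and 2 when adjusted over the list alone), including PRDX1 (-0.34), GSR (-0.45) and SRXN1 (-0.58), most of whose exon sequence is shared with another gene of the same strand.
Of 38 genes of G1/S and DNA replication, 16 were higher and 2 were lower (19 and 2 when adjusted over the list alone), with MCM3 at 0.60, PCNA at 0.41 and E2F1 at 0.64. G2/M genes went both ways, with 7 higher and 7 lower of 36 (7 and 7 when adjusted over the list alone): CENPF had a log2 fold change of 0.74 and TOP2A of -0.37. Of 34 genes of the PI3K/AKT pathway, a list that includes PIK3IP1, 10 were lower, 6 were higher and 18 did not pass the test (11 lower and 6 higher when adjusted over the list alone). PIK3R1 was at -0.46, PIK3CD at -0.41 and IRS2 at 0.34. Of 40 actin and adhesion genes, a list that includes LASP1, 13 were lower and 7 were higher (18 and 7 when adjusted over the list alone). VASP, an actin polymerase regulator, fell by 0.91 on the log2 scale, and the tropomyosin TPM4, which overlaps CTD-2231E14.2 on the opposite strand, rose by 0.79. The annotated 3′ UTRs of PSMC5, PRDX1, SRXN1, TOP2A, PIK3R1, PIK3CD, VASP and TPM4 hold a 7-base seed site of siNFE2L3-1.
By camera with its preset correlation, the adjusted p was 9.97e-16 for the interferon-stimulated genes, 5.87e-08 for the NF-κB targets and cytokines, 3.43e-09 for the proteasome, 1.11e-04 for the antioxidant response, 1.16e-05 for G1/S, 0.0361 for actin and adhesion, 0.631 for PI3K/AKT and 0.99 for G2/M. None of these calls held with an estimated correlation: the adjusted p = 0.395 for the interferon-stimulated genes and for G1/S, adjusted p = 0.449 for the proteasome and the NF-κB targets, and adjusted p = 0.65 for the antioxidant response and for actin and adhesion. The call for actin and adhesion was also lost without control replicate 2 (adjusted p = 0.0658), without control replicate 3 (adjusted p = 0.0809) and without knockdown replicate 3 (adjusted p = 0.0559), and with upper quartile scaling, a replicate block, length offsets, length offsets with the block or with GC offsets, at least 10 counts in every library, halved counts and fry, at adjusted p-values from 0.0514 to 0.0878. Other splits of the same 6 libraries gave up to 14 called lists of the 30 tested, against 9 for knockdown and control. Each of those splits has control and knockdown libraries on both sides, so it can keep part of the knockdown difference. Their counts are therefore no chance level.

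**Figure D2:**
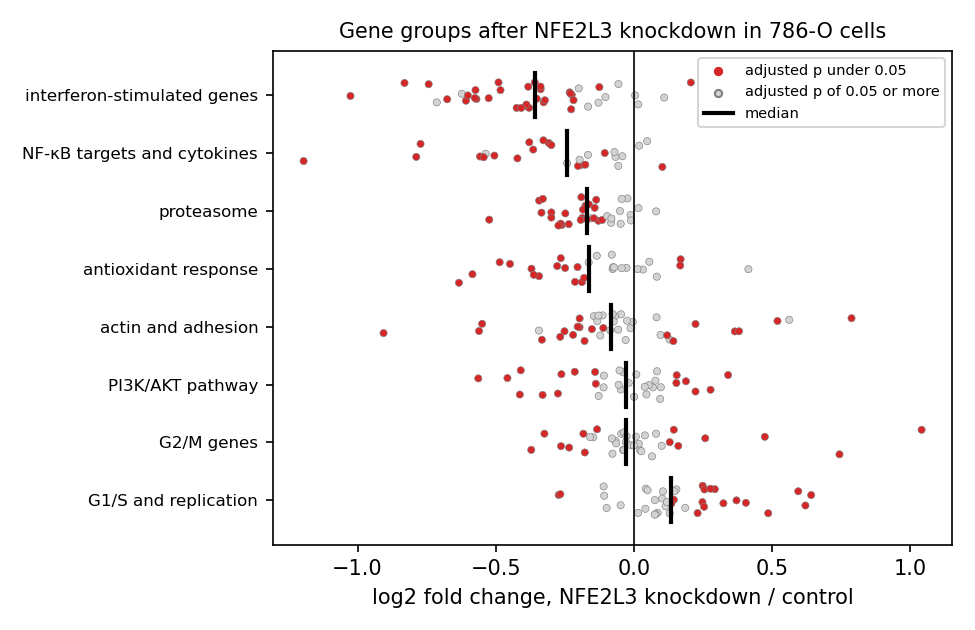
Log2 fold changes (x axis, NFE2L3 knockdown over control, n = 3 libraries each) of the tested members of 8 gene groups, with 1 point per gene, red at an adjusted p under 0.05 from edgeR and grey otherwise. The black bars mark the medians, from -0.36 in interferon-stimulated genes to 0.13 in G1/S and replication; vertical scatter within a group has no meaning.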

## Discussion

RNA modification plays an important role in many diseases, including tumours. Ac4C RNA modification is a newly discovered modification mode on a variety of RNAs, and at present, only NAT10 has been found to modify ac4C [9]. Recently, in addition to its effect on mRNA, NAT10-mediated ac4C modification has also been found to play an important role in tumours. It has been reported that mRNA ac4C acetylation plays an important role in cancers such as gastric cancer, bladder cancer and multiple myeloma [7, 16, 22], although its role in ccRCC has not been reported. Currently, first-line therapy, which mainly targeting VEGF and mTOR, is used for advanced ccRCC [23]. Effective targeted therapy is still limited, and therefore it is very important to find new targeted molecules for the diagnosis and treatment of ccRCC. Our study found that NAT10-mediated ac4C modification of NEF2L3 mRNA promoted the occurrence and development of ccRCC.

Studies have found that NAT10 has lysine acetylase activity and is involved in DNA damage repair through protein acetylation [24–26] and activation of hTERT to activate telomerase activity [27]. Recently, it has also been shown that NAT10-mediated mRNA ac4C modification plays an important role in tumour development. Our study confirms the clinical significance of NAT10 in ccRCC. Immunohistochemical staining of ccRCC tissues and adjacent tissues showed that the expression of NAT10 increased in ccRCC and was correlated with the grade of ccRCC. TCGA database analysis also showed that NAT10 expression was upregulated in ccRCC. Kaplan‒Meier survival analysis showed that NAT10 was associated with a poor prognosis in patients with ccRCC. This is consistent with the results of previous studies on the high expression of NAT10 in bladder cancer [7], gastric cancer [16], pancreatic cancer [28] and other tumours. Moreover, through knockdown and overexpression of NAT10, we found that NAT10 promoted cell proliferation and migration and cell cycle progression. In vivo, the results of subcutaneous tumour formation and caudal vein metastasis in mice showed that knockdown of NAT10 inhibited tumour growth and metastasis and that intraperitoneal injection of Remodelin effectively inhibited tumour growth. In summary, NAT10 is associated with poor prognosis in patients with ccRCC and may be used as a biomarker for the occurrence and progression of ccRCC, as well as a potential target for future clinical diagnosis and treatment of ccRCC.

Clear cell renal cell carcinoma often has mutations in VHL tumour suppressor genes, leading to upregulation of the HIF family. HIF-1α is a major regulator of hypoxia-induced gene transcriptional activation [29]. Our study found that HIF-1α upregulates the expression of NAT10 and promotes the progression of ccRCC. However, the regulation of NAT10 by other HIF family molecules was not investigated in this paper. Our predictions using the PROMO website showed that only HIF-1α in the HIF family regulated the NAT10 promoter, and therefore we did not assess the effects of other HIF family molecules on NAT10. Other HIF family molecules could be knocked down or knocked out in ccRCC cell lines to detect their effects on NAT10, and ChIP‒qPCR could be used for verification in future studies.

To clarify the mechanism by which NAT10 promotes proliferation and metastasis in ccRCC, we screened downstream target molecules of NAT10 by acRIP-seq, RNA-seq, acRIP and RIP and found that NAT10 could bind NFE2L3 mRNA to induce ac4C acetylation modification. Studies by Arango have shown that ac4C acetylation mainly occurs in the CDS region of mRNA [9]. In our study, the ac4C modification site of NFE2L3 mRNA was indeed in the CDS region, which is consistent with the research results. After mutation of the ac4C modification site of NFE2L3 mRNA, knocking down NAT10 did not affect the expression of NFE2L3. Therefore, we believe that NAT10 primarily affects the expression of NFE2L3 by mediating ac4C modification of NFE2L3 mRNA rather than affecting its protein acetylation. As a transcription factor, NFE2L3 can enhance the expression of POMP, which enhances the assembly and activity of the 20S proteasome, thereby degrading the tumour suppressor proteins p53 and Rb in an ubiquitin-independent manner and increasing cell death resistance and cell cycle arrest in cells [30]. NFE2L3 is highly expressed in Hodgkin’s lymphoma, pancreatic cancer, hepatocellular carcinoma, gastric cancer, colorectal cancer and other malignant tumours [31–37]. By analyzing the ChIP-seq and RNA-seq results, LASP1, with the highest expression, was selected among the candidate genes, and it was confirmed that NFE2L3 could indeed regulate the expression of LASP1, activating the AKT/GSK3β pathway [20] and promoting cell proliferation and migration. Y-G Zhang believed that in addition to NAT10, there might be other mRNA ac4C “writer” proteins in the ac4C acetylation modification of mRNA, similar to m6A, m5C and m1A [38–40], and there might also be “eraser” proteins, which served as a dynamic process of joint regulation [16]. In this paper we did not explore the effects of other potential mRNA ac4C modification proteins. The results of acRIP-seq and RNA-seq showed that NAT10 could regulate multiple pathways. We found that NFE2L3 was the main downstream molecule of NAT10 through preliminary experiments. Overexpression of NFE2L3 or LASP1 could basically restore the effect of NAT10 knockdown on cell function, but not completely, which suggested that NAT10 might exert its influence on ccRCC by affecting other signalling pathways. We noticed that NAT10 could affect tumour-related signalling pathways by analysis of the sequencing data. Moreover, NAT10 promotes gastric cancer by regulating COL5A1 [16], and promotes bladder cancer progression by participating in DNA damage repair pathways [41]. It suggested that NAT10 could exert tumour-promoting effects through multiple pathways. In addition, in this study, we mainly focused on the effect of NAT10-mediated ac4C modification on mRNA stability, while mRNA ac4C modification may also affect the translational efficiency of mRNA [9]. Our study did not prove that NAT10 could regulate translation efficiency of NFE2L3 directly by regulating ac4C modification of NFE2L3 mRNA, which could be verified by Ribo-seq technique in subsequent studies. Therefore, it is also possible that NAT10 might affect the progression of ccRCC by regulating other downstream molecules, which needs to be explored in the future studies.

In summary, our findings suggest that one of the cancer-promoting effects of NAT10 is to promote the expression of NFE2L3, form the NAT10-NFE2L3-LASP1-Akt/GSK3β axis, and promote the occurrence and progression of ccRCC. This paper also shows that NAT10 small molecule inhibitors can inhibit tumour proliferation, and therefore the targeted inhibition of NAT10 may be a potential treatment for ccRCC in the future.

## Materials and methods

### Tissue specimens

The cancer and paracancerous tissues of ccRCC patients were provided by Qilu Hospital of Shandong University and preserved in liquid nitrogen. Informed consent of the patients was obtained, and the Ethics Committee of Shandong University Qilu Hospital approved the study after obtaining informed consent from all participants in accordance with the provisions of the 1975 Declaration of Helsinki.

### Cell culture and treatment

The human ccRCC cell lines 786-O and A498 were purchased from the Institute of Basic Medicine, Chinese Academy of Medical Sciences. 786-O cells were cultured in 1640 medium with 10% foetal bovine serum, and A498 cells were cultured in DMEM with 10% foetal bovine serum in a 5% CO_2_ cell incubator at a constant temperature of 37 °C. The jetPRIME transfection reagent was used to transfect siRNAs and plasmids into the cells. 

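The siRNA sequences were matched to the NFE2L3 transcript of GENCODE v44 lifted to GRCh37, which is another build than that of the RNA-seq counts. The target of siNFE2L3-1, GGCCTTTCTTTAGATTCAA, lies on chromosome 7 of GRCh37 from 26224576 to 26224594, in the coding part of exon 4 of 4. The target of siNFE2L3-2, GGGACAGATACTTCTTTCT, lies on the same chromosome from 26223333 to 26223351, in the coding part of exon 3 of 4. Each target occurs 1 time in the transcript. The control siRNA has no full-length match in it.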

The siRNA sequences are shown in Supplementary Table S2. The NAT10 plasmid was synthesized by Scientific Yun Company, and the NFE2L3-3×Flag plasmid was purchased from MiaoLing Plasmid Platform. The lentivirus and lentivirus control with NAT10 knockdown were constructed by Shanghai Jikai Company.

### Cell proliferation assay

Cell proliferation was assessed using Cell Counting Kit-8 (CCK8, APEXBIO) reagents. Then, after transfection of plasmid or siRNAs for 48 h, the cells were plated in 96-well plates at 3×10^3^ cells/well, with five replicate wells used for each treatment. The detection reagent was added according to the specified time and incubated in the incubator for 1 hour and 20 minutes. The absorption at a 450 nm wavelength of the reaction products was determined by an enzyme labelling instrument.

### EdU experiment

After transfection of plasmids or siRNAs for 48 h, the cells were plated at 3×10^3^ cells/well in 96-well plates, with three replicate wells used for each treatment. After 16 h, a BeyoClickTMEDU-488 cell proliferation detection kit was used.

### Colony formation assay

Forty-eight hours after transfection of plasmid or siRNAs, 2 ml complete medium was added to each well of the 6-well plate with a cell density of 1 500 cells per well. After 10 days of cell culture, the cells were fixed with 4% paraformaldehyde and stained with 0.5% crystal violet, and the cell clones were counted under a microscope. Only cell masses containing more than 50 cells were considered cell clones.

### Flow cytometric analysis

After transfection of plasmids or siRNAs for 48 h, the cells were collected and treated with PI/RNase buffers. A Cytoflex instrument was used for detection. The percentage of cells at different stages of the cell cycle was analyzed using FlowJo software.

### Cell migration experiment

The Transwell chamber was placed in the medium, and the cell suspension after transfection with plasmid or siRNAs for 48 h was added into the chamber at a cell density of 1.5 × 10^4^ cells/well. The cells were placed in the cell incubator for 36–48 h, fixed with 4% paraformaldehyde and stained with 0.5% crystal violet. The membrane was dried and counted using a 200× microscope. The number of migrating cells was represented by three randomly selected field cells.

### Quantitative RT‒PCR

RNA was extracted using Sparkjade’s SPARKeasy Cell RNA Rapid Extraction Kit, RNA concentration was detected using a Nanodrop One ultrafine spectrophotometer, and cDNA was converted using a Vazyme reverse transcription reagent. Real-time quantitative PCR detection was performed using ChamQ SYBP QPCR Master Mix, and the sequence is shown in Table S2.

### Western blotting

The protein extracts were separated by 8–15% SDS‒PAGE gel and wet-transferred to a PVDF membrane for detection by a primary antibody and a peroxidase-conjugated anti-mouse or -rabbit antibody (Absin) as a secondary antibody. The antigen-antibody reaction was observed by enhanced chemiluminescence. The antibodies against the following proteins were used: Anti-NAT10 (ab194297, Abcam), NFE2L3 (A15761, ABclonal), HIF1 alpha (340462, ZENBIO), GAPDH (abs132004, Absin), Flag (F1804, Sigma), LASP1 (10515-1-AP, Proteintech), AKT (YT0185, Immunoway), pAKT (YP0006, Immunoway), GSK3β (GB11099, Servicebio), pGSK3β (YP0124, Immunoway), and β- catenin (8480S, CST).

### RNA decay

The cells were treated with actinomycin D at a final concentration of 2 μM for 0 h, 6 h, and 12 h. Total RNA was extracted, and the relative level of NFE2L3 mRNA was determined by real-time quantitative PCR. The half-life of the NFE2L3 mRNA was estimated. In this study, GAPDH mRNA was used as an endogenous control.

### Dual luciferase assay and translation efficiency

After constructing NAT10 knockdown cells, cDNA containing NFE2L3 acetylated fragments was cloned into the pmirGLO vector. The mutant plasmid replaced C with A in the CCXCCXCC ac4C sequence on the mRNA of the acetylated fragment of NFE2L3, and the inserted sequence is shown in Table S3. The wild-type and mutant reporter plasmids were transfected into 786-O-shNC, 786-O-shNAT10, A498-shNC and A498-shNAT10 cells. After 48 h, the cells were collected, and luciferase activity was assessed on a Varioskan LUX multifunctional enzyme marker. We defined mRNA translation efficiency as relative fluorescence intensity/relative RNA expression [16].

### acRIP and acRIP-seq

The acRIP analysis was performed in the NAT10 control group and NAT10 knockdown group using the GenSeq® ac4C RIP kit from Cloud-Seq Biotech Co.,LTD (shanghai, China). Total RNA (200 µg) was randomly digested into 200 nt chains, and a mixture of 2 µg ac4C antibodies and magnetic beads was incubated with the fragmented RNA. The RNA was then purified and analyzed by RT‒qPCR. The acRIP-qPCR primers are shown in Table S2. Four pairs of ccRCC cancer tissues and their corresponding paracancerous tissues were used for acRIP-seq. acRIP and acRIP-seq were performed by Cloud-Seq Biotech Co.,LTD(shanghai,China) (See Supplementary material 2 for detailed analysis).

### RIP

The Magna RIPTM RNA-binding protein immunoprecipitation kit was used for the RIP-qPCR assay, and the RIP assay was performed in MKN-45 cells to evaluate and verify the interaction between NAT10 and NFE2L3 mRNA. Anti-rabbit immunoglobulin G (5 µg) or NAT10 (ab194297, Abcam) antibodies were bound to magnetic beads and incubated overnight at 4 °C with prefrozen cell lysates (more than 1 × 10^7^ cells per sample). Immunoprecipitates containing RNA‒protein complexes were digested by protease K, and RNA was extracted using phenol:chloroform:isoamyl alcohol (125:24:1 pH = 4.3). Subsequently, the expression level of NFE2L3 mRNA was determined by RT‒qPCR. The primers used for RIP-qPCR are shown in Table S2.

### ChIP and ChIP-seq

The CST SimpleChIP® Enzymatic Chromatin IP Kit (Magnetic Beads) (9003S) was used. Cells were cross-linked with 1% formaldehyde at room temperature for 10 min. After washing with cold PBS, cells were collected and lysed with nuclease for 20 min. The length of the DNA in the lysate was between 150 and 900 bp. The immune complex was then washed three times (5 minutes/wash) with a low-salt solution and once with a high-salt solution. The cross-linked protein was immunoprecipitated with a HIF-1α antibody (ab243860) or a nonspecific IgG antibody (2729, CST). The chromatin was eluted from the immune complex by heating at 65 °C for 30 min. After digestion with protease k, DNA was purified by a centrifuge column for ChIP‒qPCR. After transfection of the pcDNA3.4-NFE2L3-3×Flag plasmid into 786-O cells for 48 h, cross-linked protein (NFE2L3) was immunoprecipitated with a mouse anti-human Flag monoclonal antibody (F1804, Sigma) or a nonspecific IgG antibody (2729, CST). DNA was purified, and ChIP-seq was performed. ChIP-seq was performed by SEQHEALTH. All primer sequences are shown in Table S2(See Supplementary material 2 for detailed analysis).

### RNA-seq

Total RNA was extracted by TRIzol (RNA > 2 μg/group). Eukaryotic mRNA was enriched by magnetic beads with Oligo(dT). mRNA was fragmented into fragments by fragmentation buffer, and cDNA was synthesized with six-base random primers. Then, the buffer solution, dNTPs and DNA polymerase I were added to synthesize the double-stranded cDNA. The eluted and purified double-stranded cDNA was then end-repaired, base A was added, and the sequencing joint was added. The 5’ end of the cDNA was connected to the UID joint, and the target size fragments were recovered by magnetic beads and amplified by PCR. An Illumina sequencing instrument was used for high-throughput sequencing after a quality control inspection. RNA-seq was completed by SEQHEALTH (See Supplementary material 2 for detailed analysis).

### Immunohistochemistry staining

Immunohistochemical staining was performed with an immunohistochemical staining kit (ZSBG-BIO), a panoramic digital section microscope was used for imaging.

### Animal experiment

The effects of NAT10 on tumorigenesis in BALB/c female nude mice aged 4 weeks were analyzed. Eighteen mice were randomly divided into three groups. A498-shNAT10 cells and A498-shNC cells (5 × 10^6^/100 µl per mouse, n = 6 per group) were collected and suspended in precooled PBS and injected subcutaneously into mice. The change in tumour volume was closely monitored (volume = width^2^ × length/2). After the subcutaneous tumour volume of A498-shNC cells reached 50 mm^3^, the NAT10 inhibitor Remodelin was injected intraperitoneally. After 66 days, the mice were sacrificed, and the tumours were removed.

To investigate the effect of NAT10 on metastasis, 14 mice in BALB/c nude mice aged 4 weeks were randomly divided into two groups. Each mouse was injected with A498-shNAT10 cells and A498-shNC cells (5 × 10^6^/120 µl) via the caudal vein. After 32 days, in vivo imaging was performed on mice, and the liver and lung were collected for liver and lung metastasis nodule counts and HE staining. This study was approved and guided by the Ethics Committee of the Shandong University Qilu Hospital.

### Statistical analysis

Statistics were performed using GraphPad Prism 8.0. Data are from at least three independent trials. When more than two groups were compared, ANOVA was used for statistical analysis, and Student’s *t*-test was used for comparisons between two groups. For continuous variables with nonnormal distributions, the nonparametric Kruskal‒Wallis rank sum test was used. Kaplan‒Meier survival curves were compared using the logarithmic rank test. The differences were considered statistically significant when *P < 0.05, **P < 0.01, or ***P < 0.001.

#### Date deposition

The acRIP-seq,RNA-seq and ChIP-seq sequencing data used in this study has been uploaded to the Gene Expression Omnibus (GEO) with the accession code GSE226863, GSE226941 and GSE226940.

## Supplementary information

Original Data

Supplemental Material

## Data Availability

All data are available in this manuscript and supplementary files.

# Supplementary material for: NAT10 promotes the progression of clear cell renal cell carcinoma by regulating ac4C acetylation of NFE2L3 and activating AKT/GSK3β signaling pathway
**Source:** Cell Death Dis. 2025 Apr 2;16(1):235. doi: 10.1038/s41419-025-07528-w

Supplemental Material-western blot-1

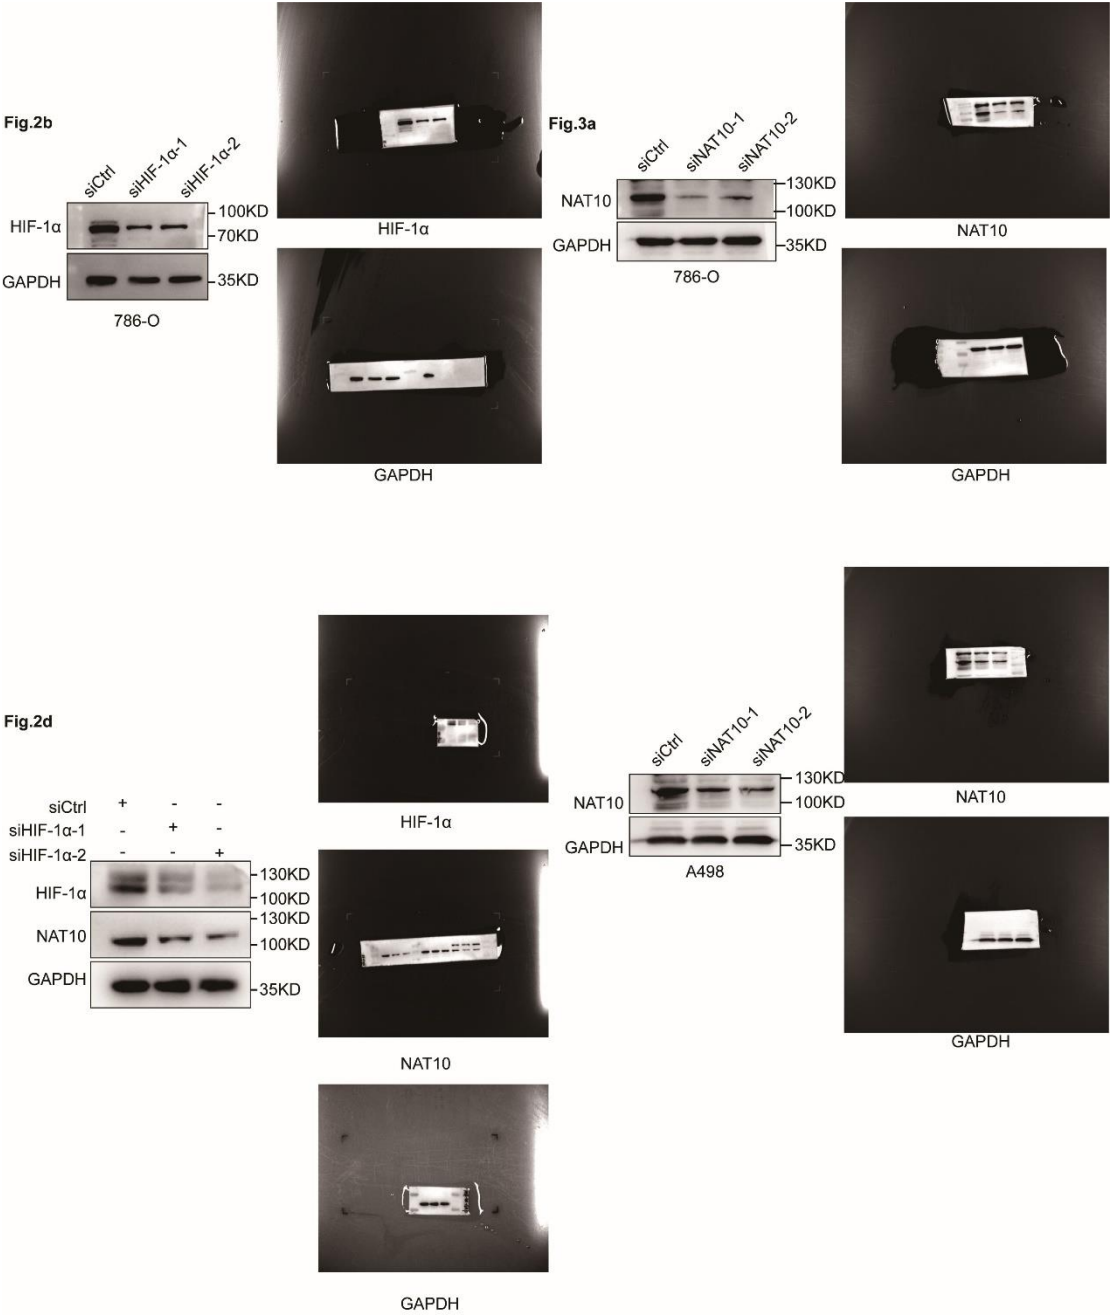

Supplemental Material-western blot-2

**Fig.3j**

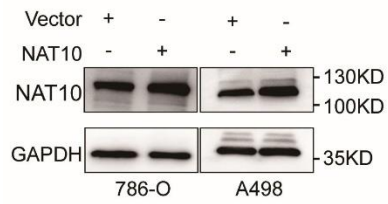

**Fig.4b**

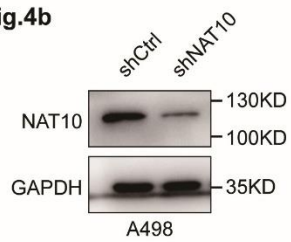

**Fig.5i**

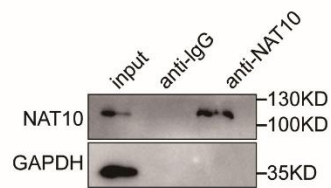

**Fig.5k**

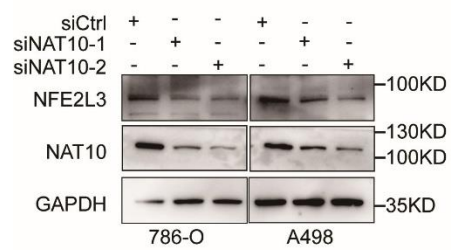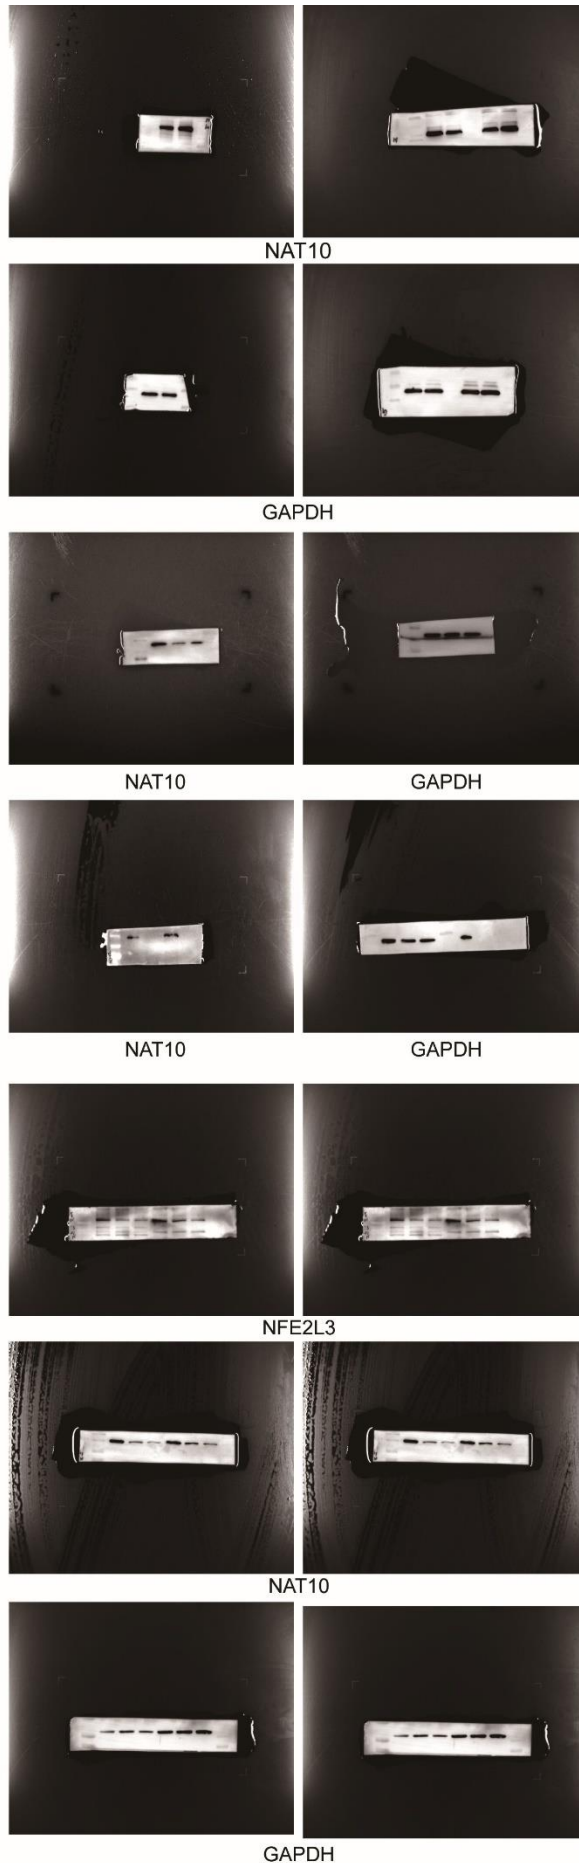

Supplemental Material-western blot-3

Supplemental Material 2 g

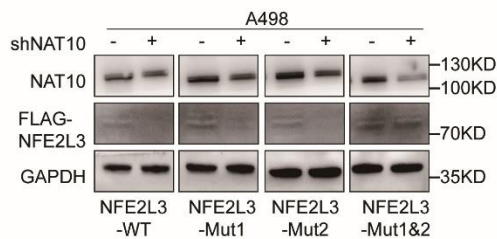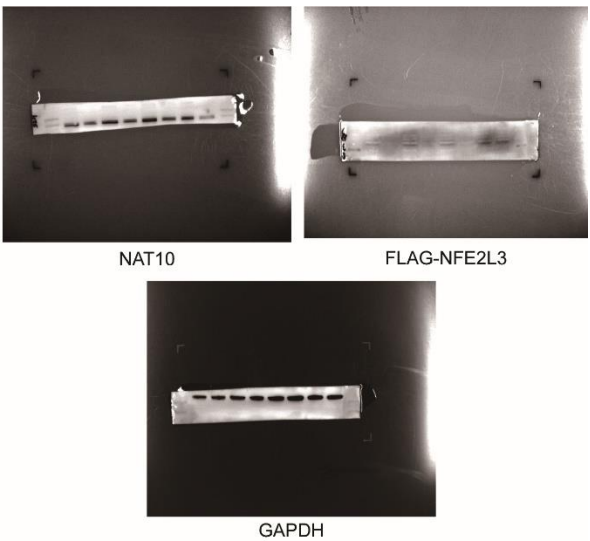

Supplemental Material 2 h

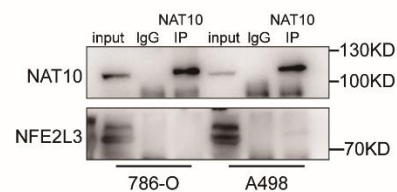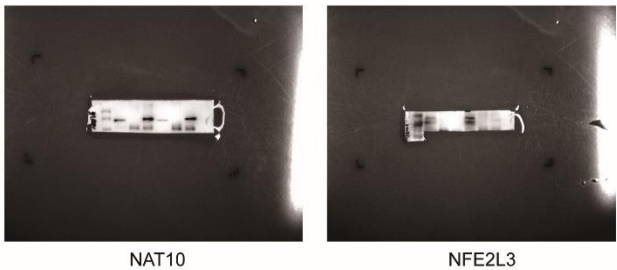

Fig.6d

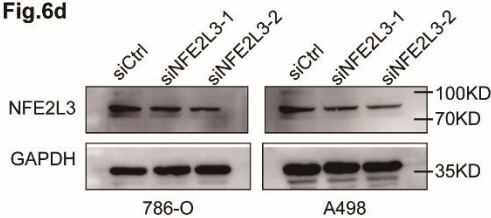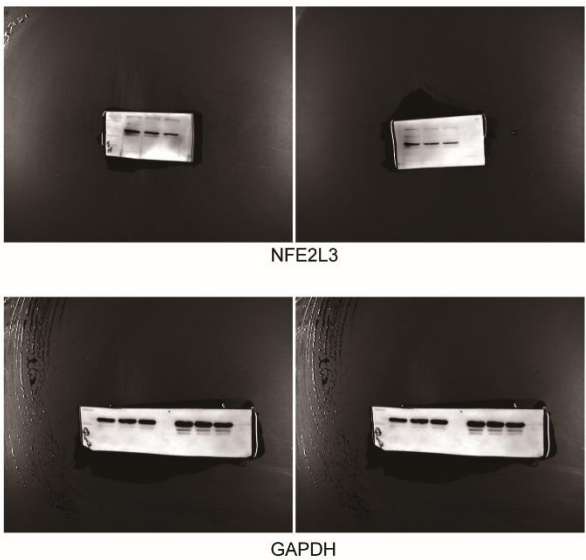

Supplemental Material-western blot-4

Fig.7h

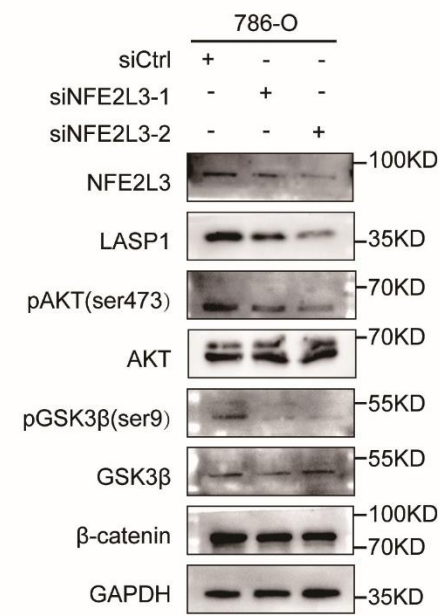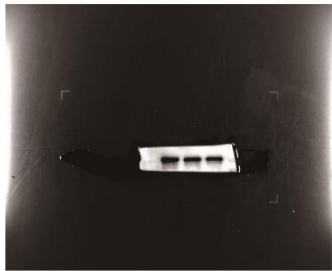

β-catenin

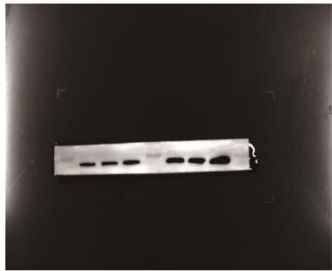

GAPDH

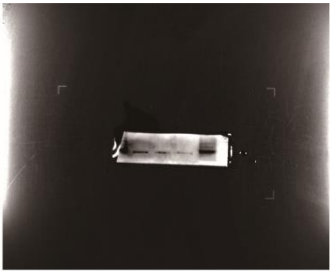

NFE2L3

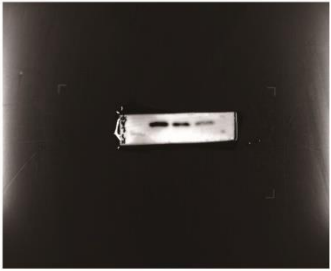

LASP1

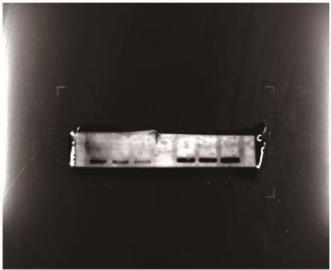

pAKT(ser473)

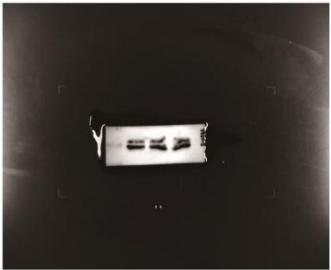

AKT

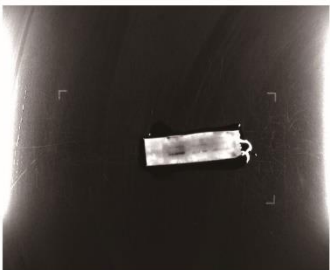

pGSK3β(ser9)

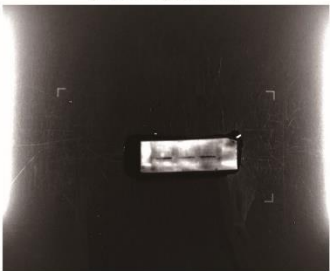

GSK3β

Supplemental Material-western blot-5

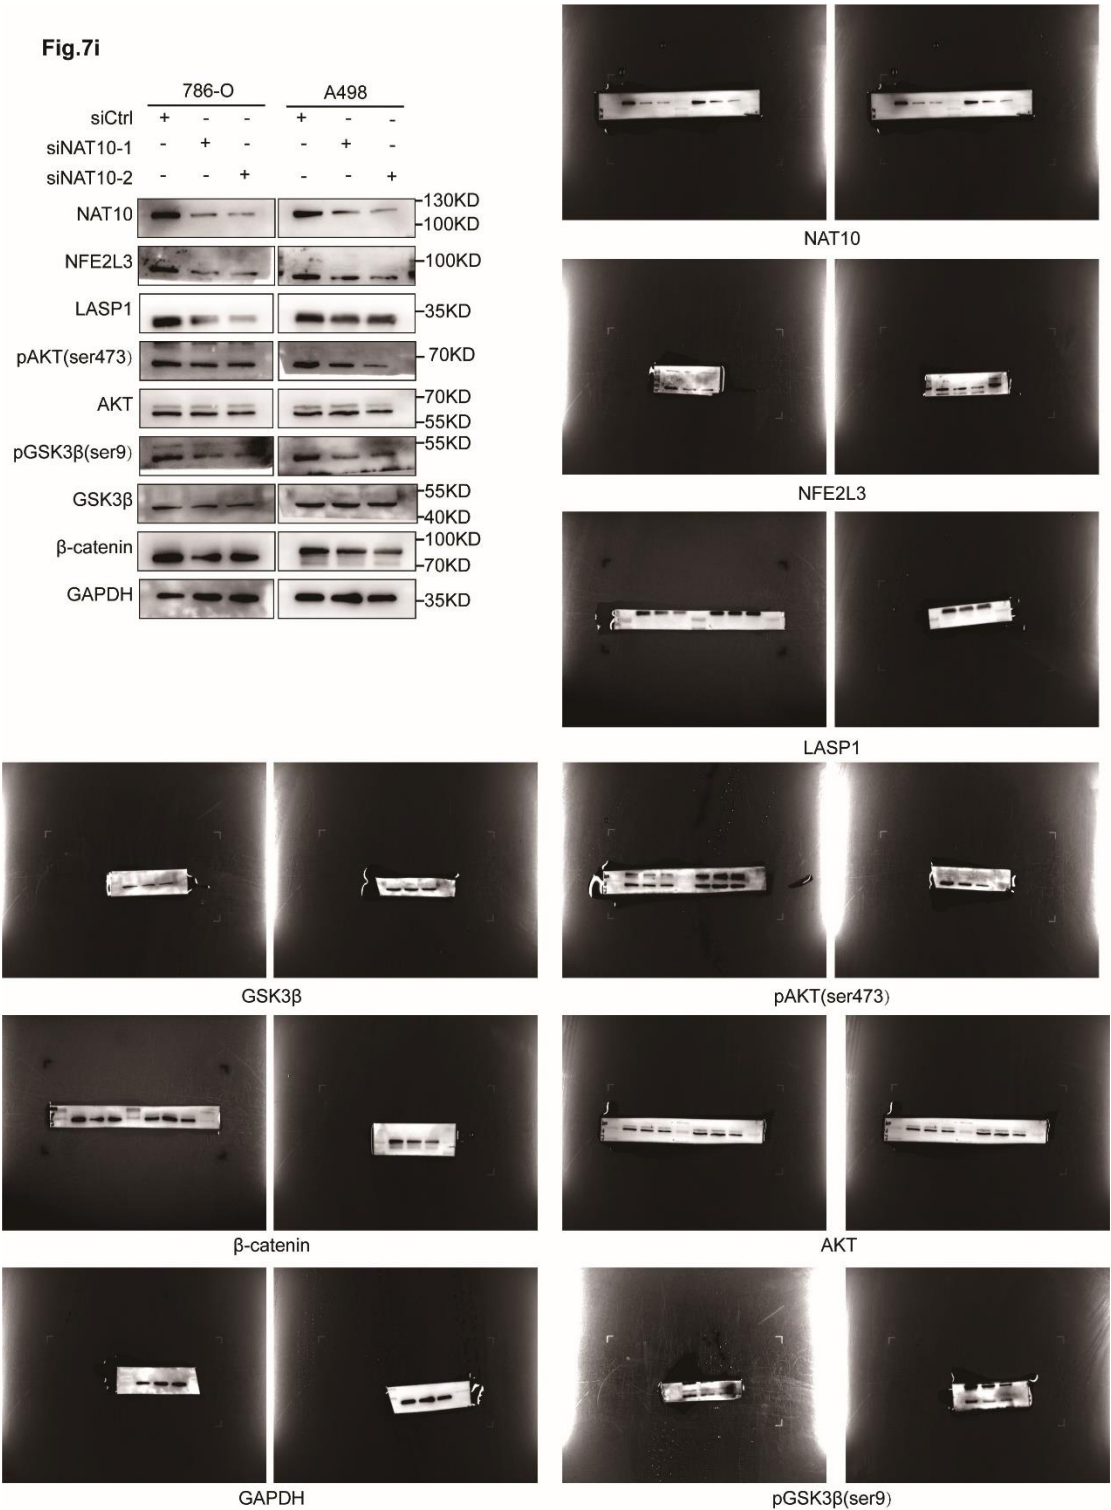

Supplemental Material-western blot-6

Fig.7j

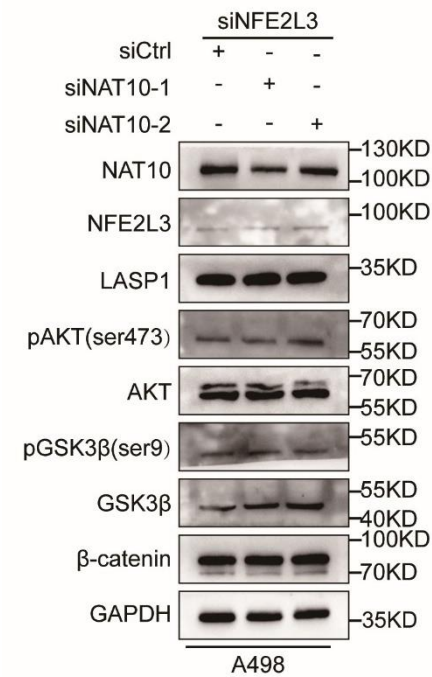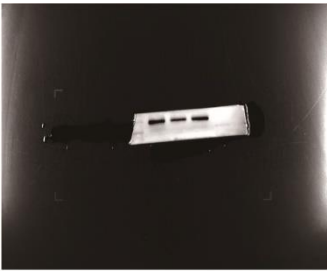

NAT10

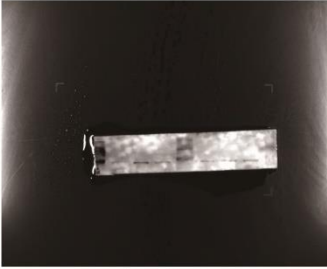

NFE2L3

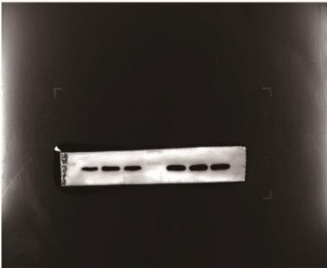

LASP1

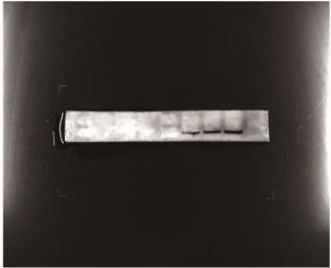

GSK3β

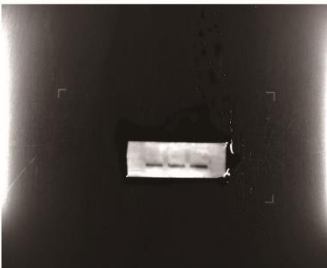

pAKT(ser473)

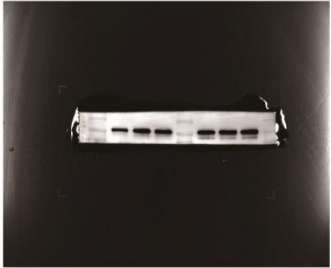

β-catenin

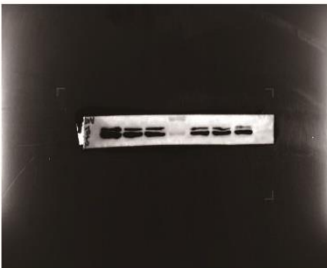

AKT

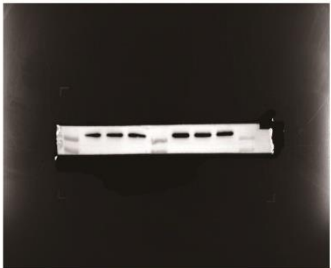

GAPDH

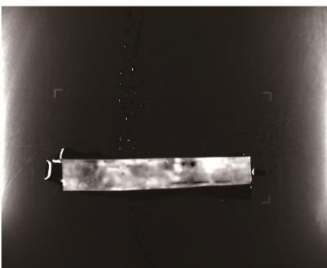

pGSK3β(ser9)

Fig.5o

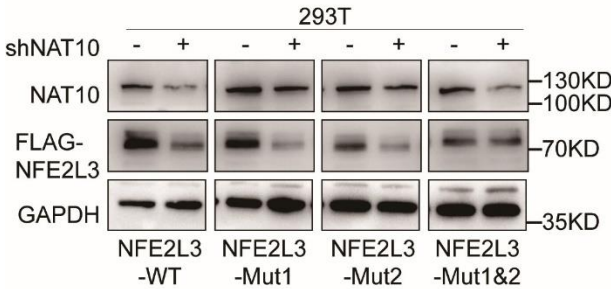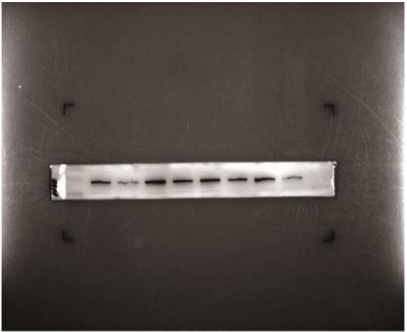

NAT10

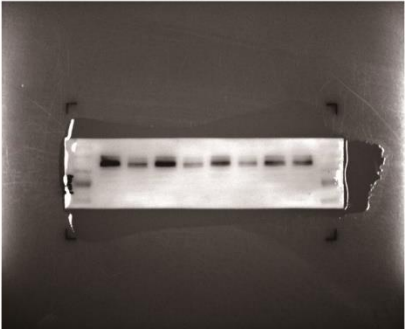

FLAG-NFE2L3

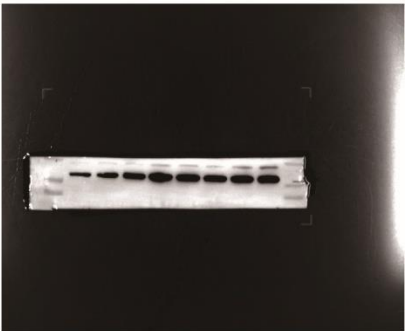

GAPDH

**Fig.S4d**

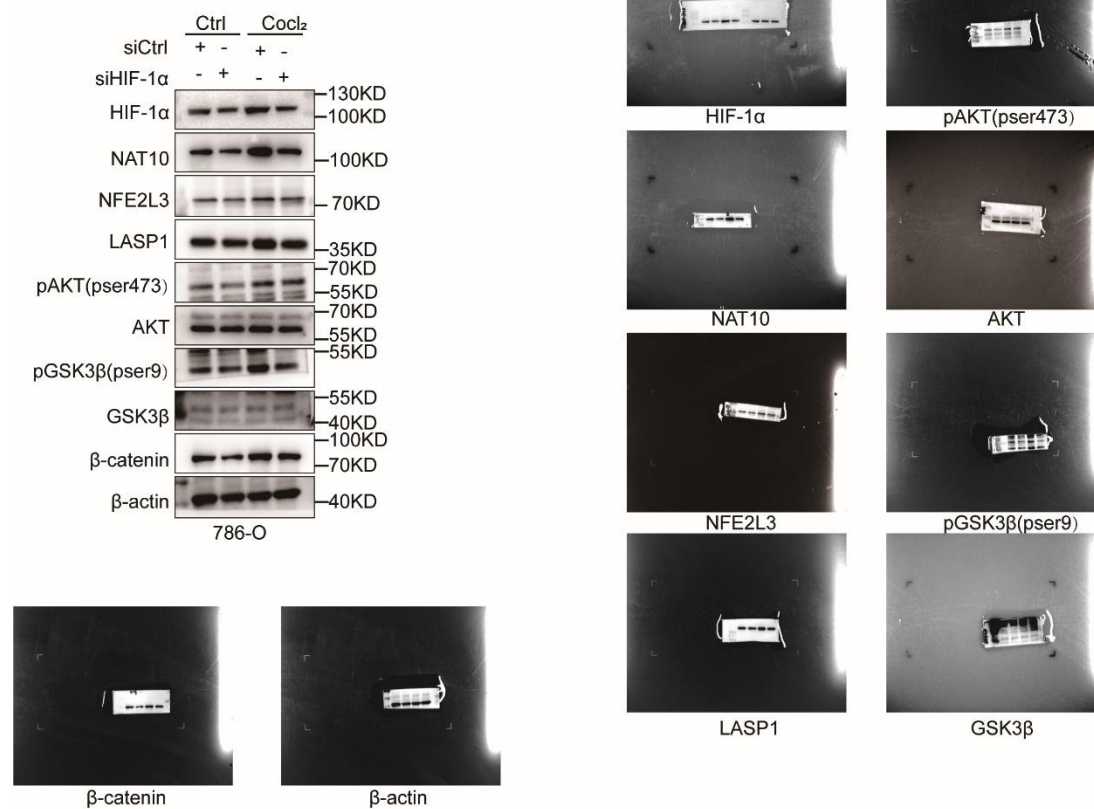

**Fig.S1j**

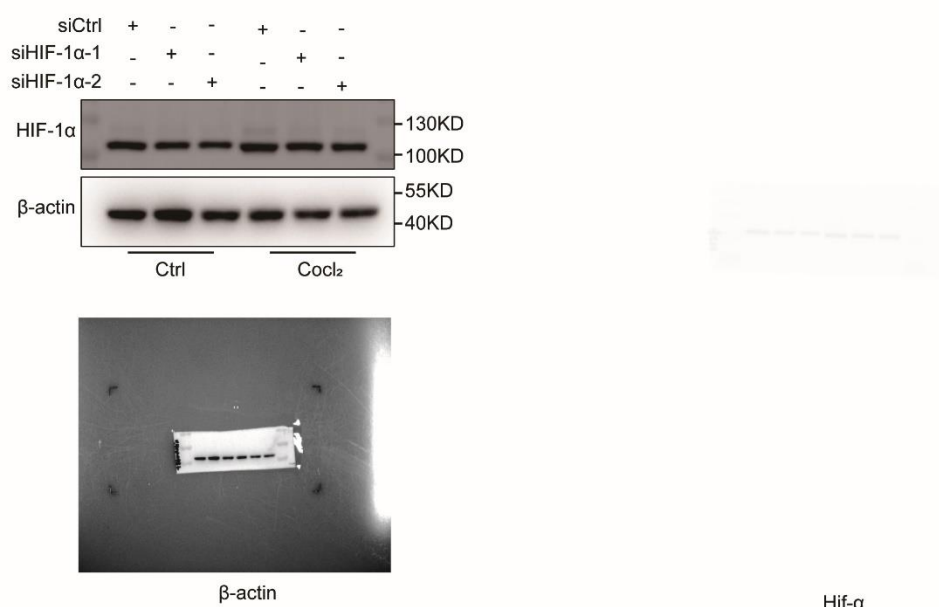

# Supplementary Fig5a

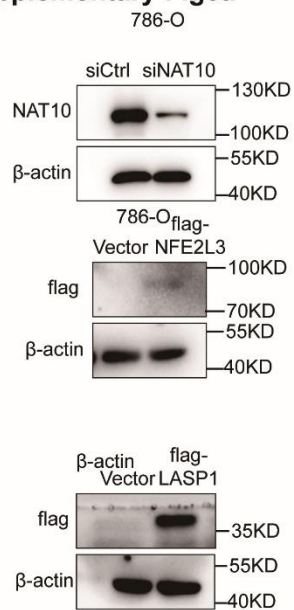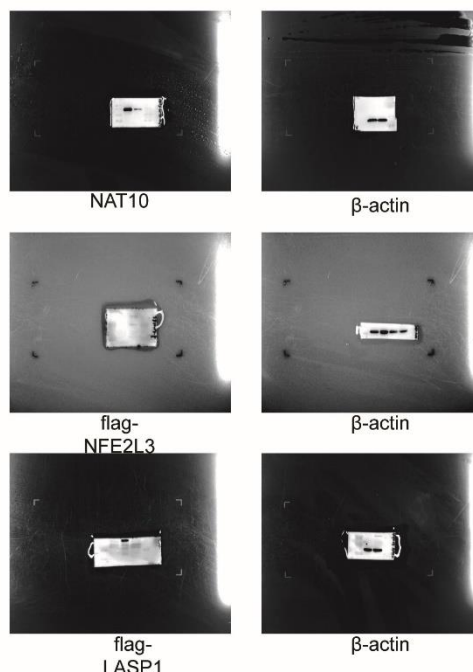

# Supplementary Fig5b

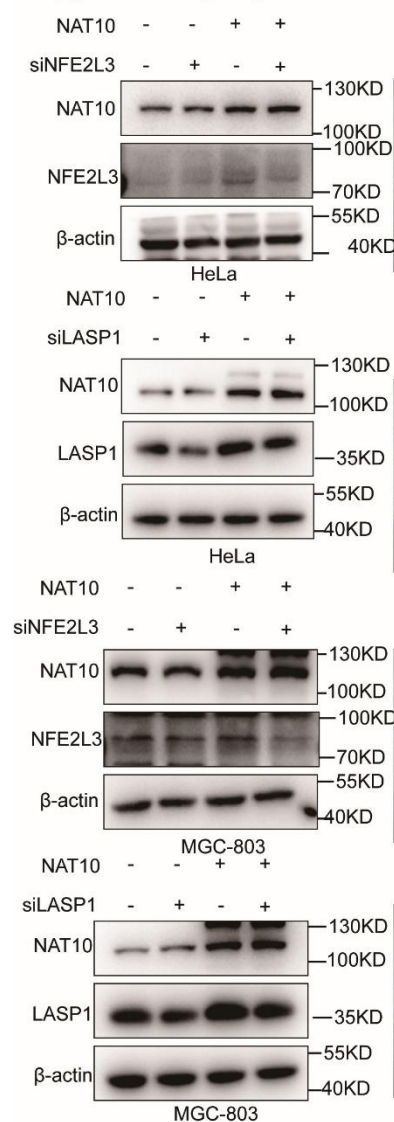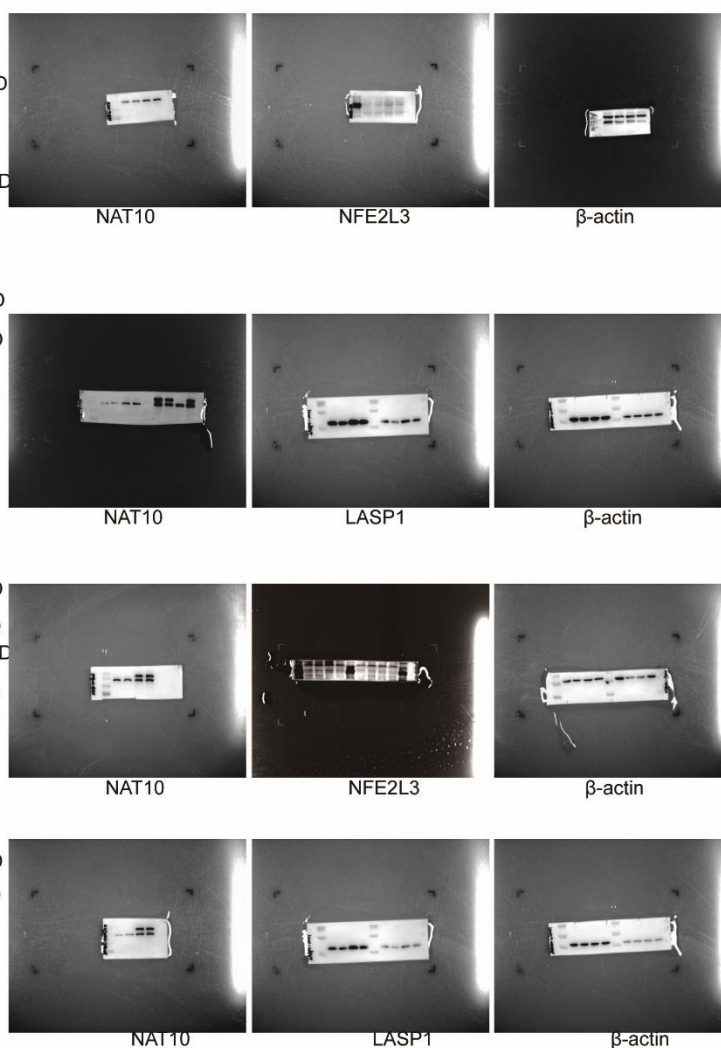

**Supplement:** Supplementary file 1 — Original Data

# Supplementary material for: NAT10 promotes the progression of clear cell renal cell carcinoma by regulating ac4C acetylation of NFE2L3 and activating AKT/GSK3β signaling pathway
**Source:** Cell Death Dis. 2025 Apr 2;16(1):235. doi: 10.1038/s41419-025-07528-w
**Supplement:** Supplementary file 2 — Supplemental Material

Supplementary figure S1

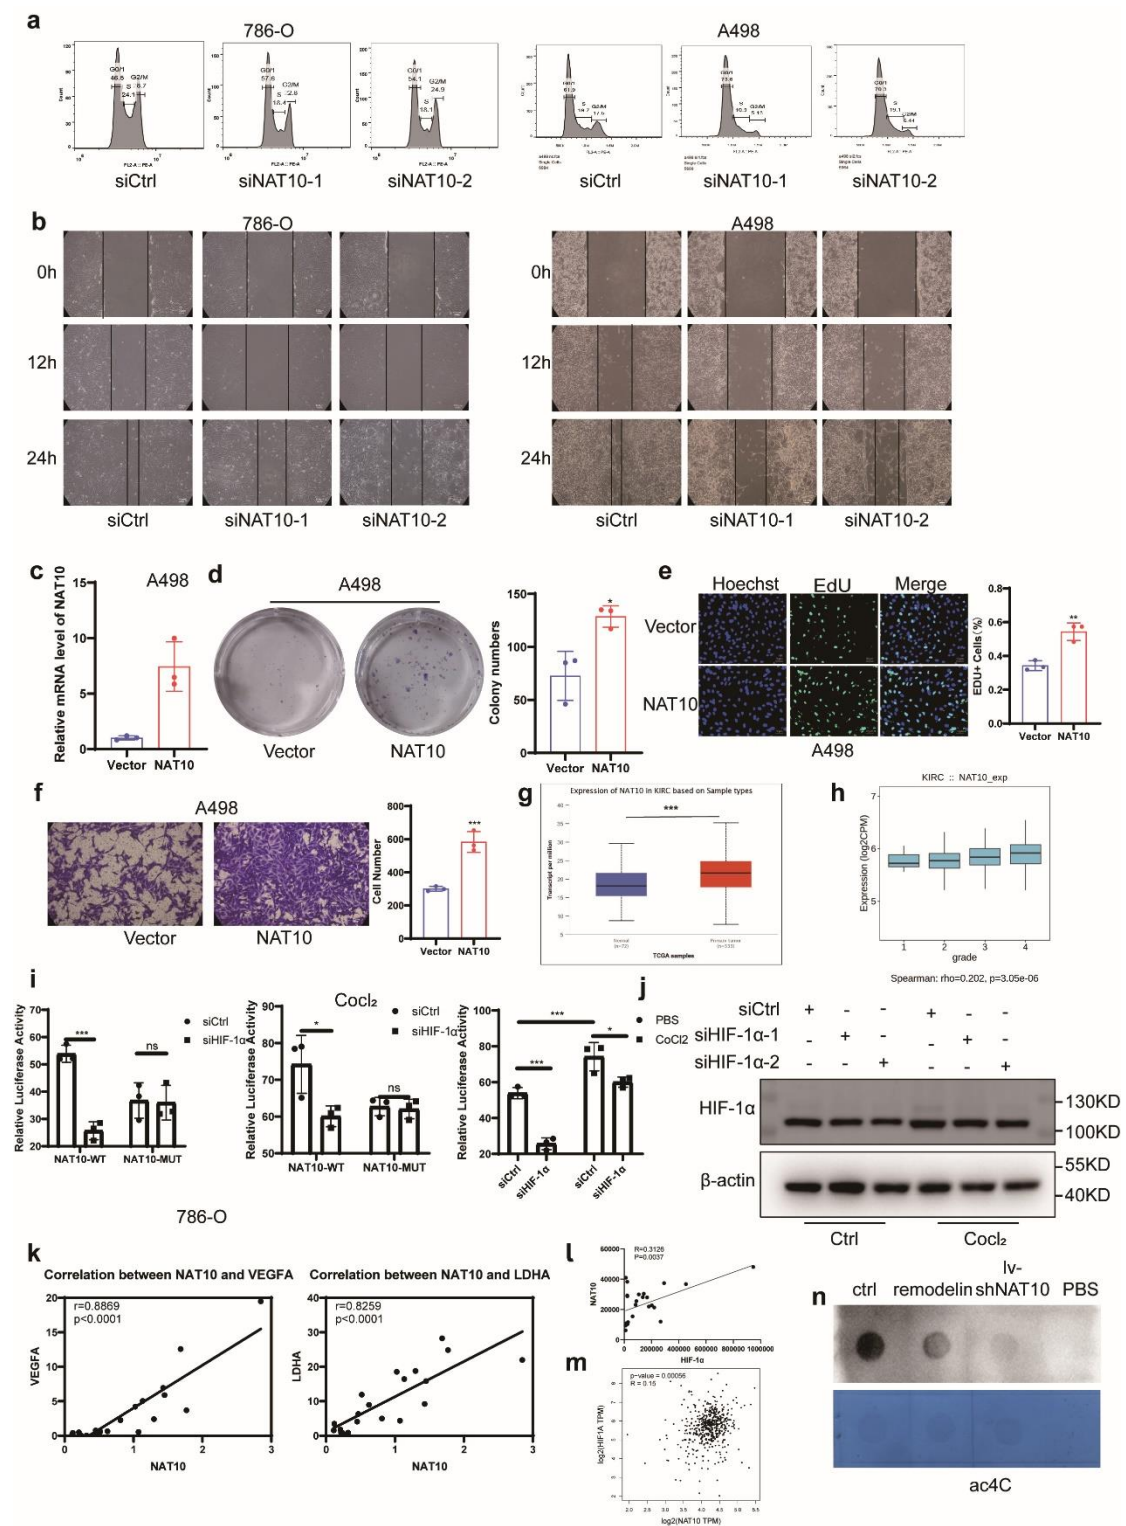

Supplementary figure S2

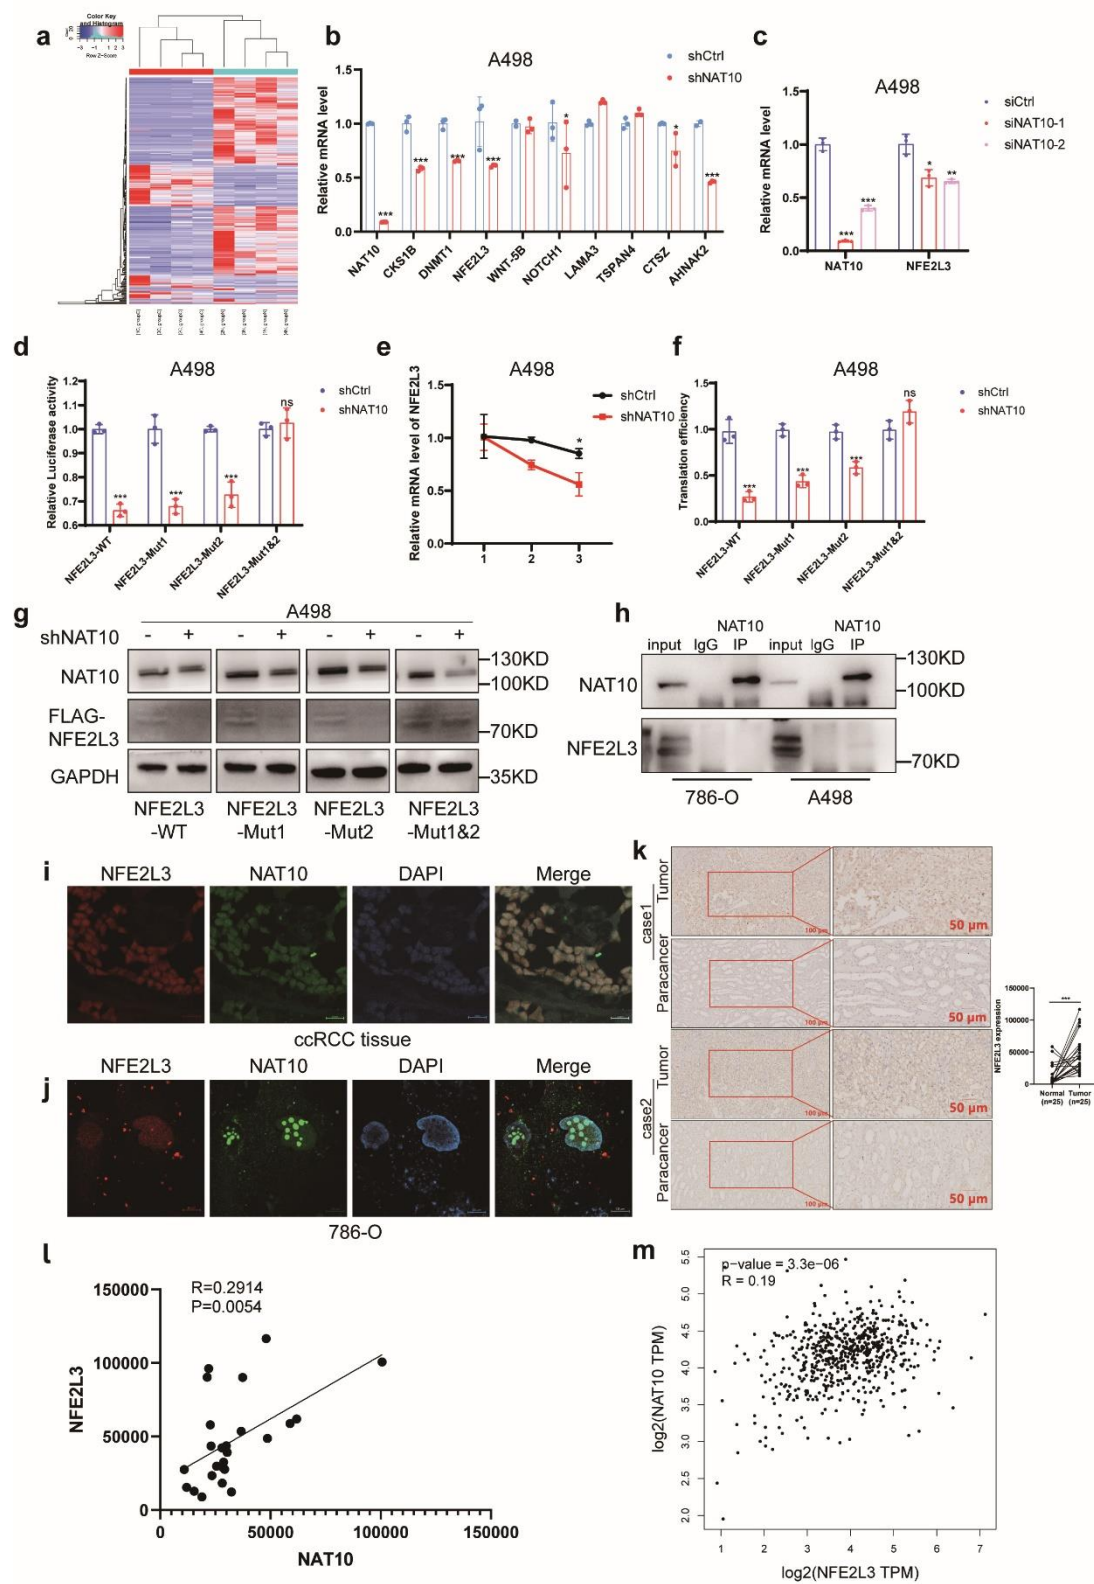

Supplementary figure S3

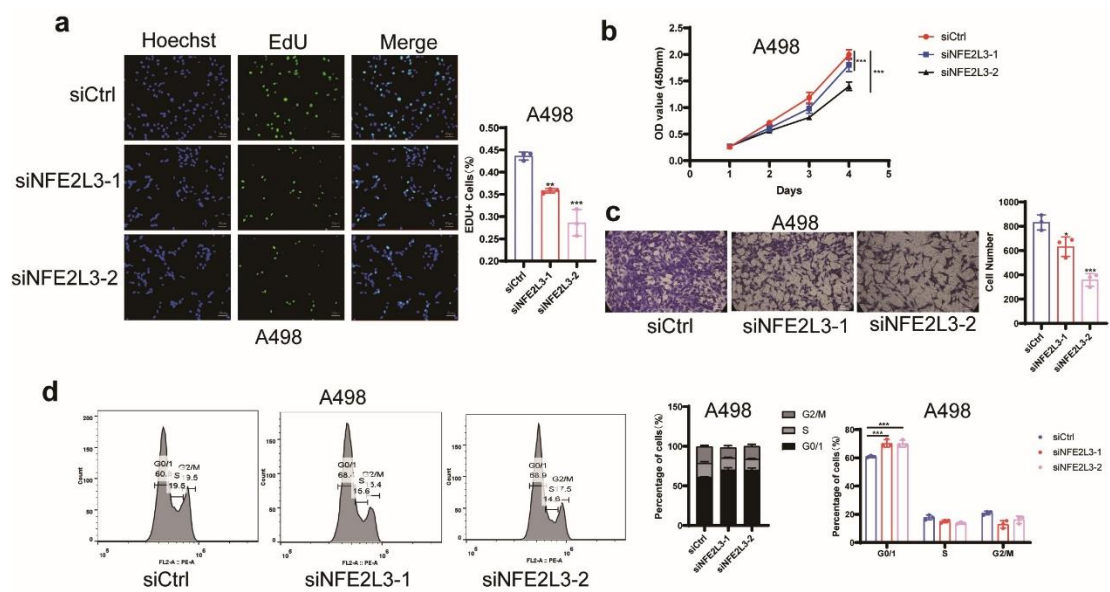

Supplementary figure S4

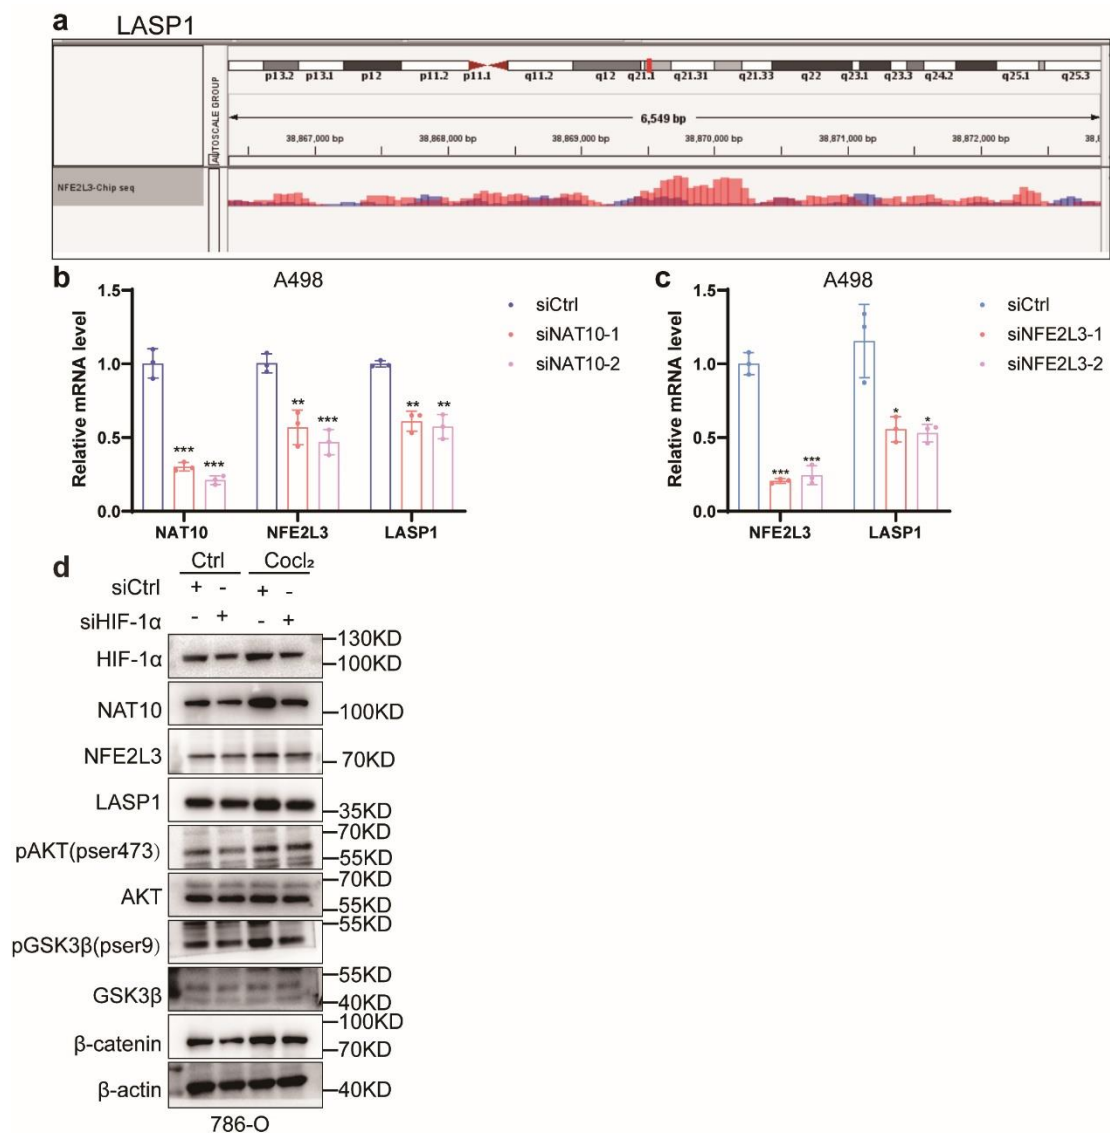

Supplementary figure S5

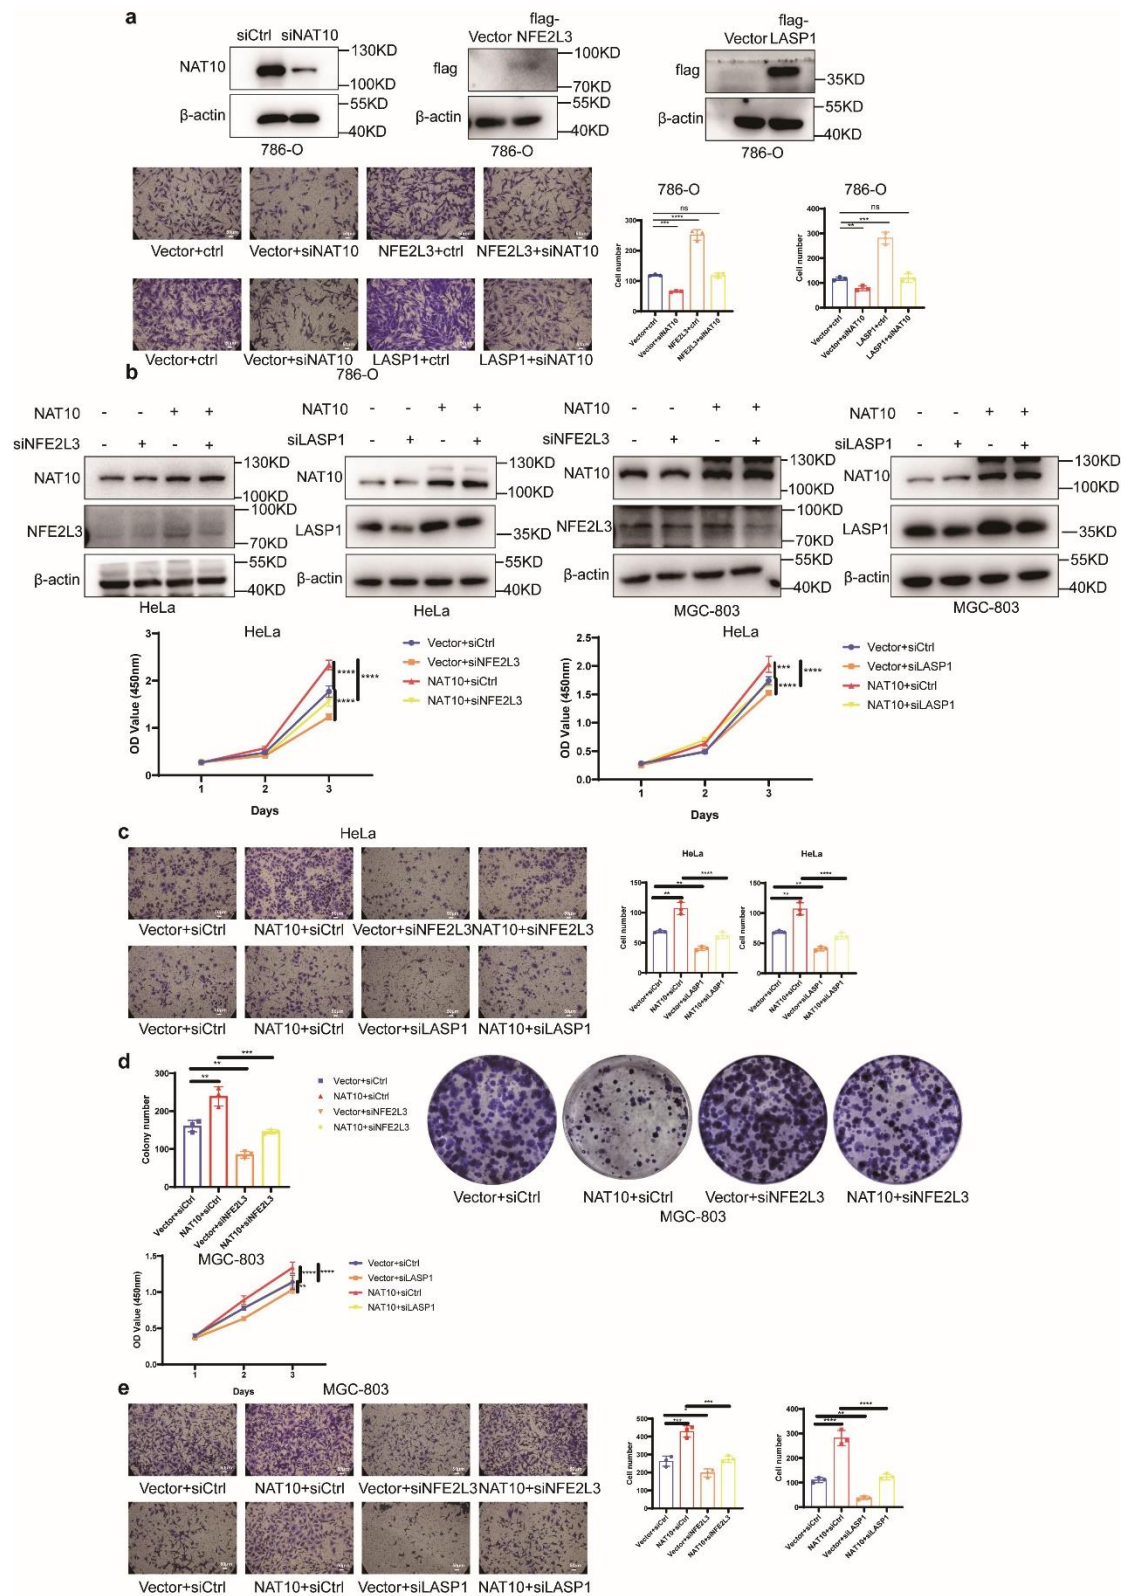

## Supplementary figure legends

### Supplementary Figure S1

**a** Flow cytometry showed that the G0/G1 phase of 786-O and A498 cells increased significantly after NAT10 knockdown. **b** Cell scratch assay showed that migration ability was inhibited after NAT10 knockdown in 786-O cells and A498 cells. Scale: 100 $\mu$ m. **c** QRT-PCR was used to detect the overexpression of NAT10 mRNA in A498 cells. **d** Left: NAT10 improved the ability of cell colony generation in A498 cells. Right: quantitative analysis of cell colony generating capacity. **e** Left: EdU results showed that the proliferation ability of A498 cells was significantly improved after NAT10 overexpression. Right: quantitative analysis of EdU<sup>+</sup> proliferating cells. Scale: 50 $\mu$ m. **f** Left: Transwell assay detected that the migration ability of A498 cells was significantly improved after NAT10 overexpression. Right: quantitative analysis of migrating cells. Scale: 50 $\mu$ m. **g** Expression levels of KIRC NAT10 in the TCGA database on the UALAN website. **h** The expression level of NAT10 in different grades of ccRCC was analyzed by TISID8 database. **i** Left: WT and mut luciferase activity of NAT10 promoter after HIF-1 $\alpha$  knockdown; The luciferase activity of NAT10 promoter and mutant promoter changed under hypoxia condition. Right: The effect of knockdown HIF-1 $\alpha$  on luciferase activity of NAT10 promoter under normal and hypoxia conditions. **j** Effect of knockdown HIF-1 $\alpha$  on NAT10 expression under normal oxygen and hypoxia conditions. **k** In 20 ccRCC tissues, the expression of NAT10 was positively correlated with VEGFA( $r=0.8869, p<0.0001$ ) and LDHA( $r=0.8259, p<0.0001$ ). **l** IHC results showed that the expression of NAT10 was positively correlated with HIF-1 $\alpha$ . **m** GEPIA database also showed a positive correlation between NAT10 and HIF1 $\alpha$  expression in

KIRC. **n** The inhibition effect of remodelin on acetylation was examined by dot blot, lv-shNAT10 was the positive control.

### **Supplementary Figure S2**

**a** The heat maps of ac4C modification level in ccRCC group and paracancer tissue group were analyzed. **b** RNA expression of 12 candidate genes after NAT10 knockdown in A498 cells. **c** QRT-PCR showed that NFE2L3 mRNA level decreased after NAT10 knockdown in A498 cells. **d** Dual luciferase reporter assay in A498 cells showed that NAT10 knockdown reduced the luciferase activity of NFE2L3 wild type vector, site 1 mutant and site 2 mutant vector, but had no effect on site 1&2 mutant vector. **e** RNA decay experiment showed that the stability of NFE2L3 mRNA decreased after NAT10 knockdown in A498 cells. **f** The knockdown of NAT10 in A498 cells reduced the translation efficiency of NFE2L3 wild type vector, site 1 and site 2 mutants, but had no effect on site 1&2 mutants. **g** A498 cells were transfected respectively with Flag-NFE2L3-WT, Flag-NFE2L3-mut1 and Flag-NFE2L3-mut2 Flag-NFE2L3-mut1&2 plasmids. Western blot was used to detect the level of Flag in the control group and the NAT10 interference group. **h** Using NAT10 antibody as CO-IP, NAT10 antibody cannot pull down NFE2L3 protein. **i** Colocalization analysis of NAT10 and NFE2L3 mRNA in ccRCC tissues. **j** Colocalization analysis of NAT10 and NFE2L3 mRNA in 786-O. **k** Left: Representative images of in situ NFE2L3 expression levels in 25 pairs of ccRCC cancer tissues and adjacent tissues detected by immunohistochemical staining. Scale: 100μm (left); 50μm (right). Statistical analysis of the intensity of immunohistochemical staining (right). **l** The results of IHC showed that the expression of NFE2L3 was

positively correlated with the expression of NAT10. **m** GEPIA database showed a positive correlation between NAT10 and NFE2L3 expression.

### **Supplementary Figure S3**

**a** Left: EdU results showed that the proliferation ability of A498 cells was significantly inhibited after NFE2L3 knockdown. Right: quantitative analysis of EdU+ proliferating cells. Scale: 50 $\mu$ m. **b** The proliferation ability of A498 cells was significantly inhibited after NFE2L3 knockdown detected by CCK8. **c** Left: Transwell determined that the migration ability of A498 cells was significantly inhibited after NFE2L3 knockdown. Right: quantitative analysis of migrating cells. Scale: 50 $\mu$ m. **d** Flow cytometry detected that the G0/G1 phase of A498 cells increased significantly after NFE2L3 knockdown, and the histogram showed that the G0/G1 phase cycle arrest occurred after NFE2L3 knockdown.

### **Supplementary Figure S4**

**a** NFE2L3 and LASP1 promoter binding peak in ChIP-seq (anti-Flag-NFE2L3). **b** The mRNA of NFE2L3 and LASP1 in A498 cells were decreased after NAT10 knockdown by QRT-PCR. **c** QRT-PCR was used to detect the decrease of LASP1 mRNA in A498 cells after NFE2L3 knockdown. **d** Under normal oxygen and hypoxia conditions, the expression of NAT10\NFE2L3\LASP1 axis was detected after HIF-1 $\alpha$  knocked down.

### **Supplementary Figure S5**

**a** Western blot analysis of the effect of knockdown NAT10, overexpressing NFE2L3 and LASP1. Left: Transwell detected 786-O knockdown of NAT10 and migration ability of overexpressed NFE2L3 or LASP1 after knockdown of NAT10. Right: quantitative analysis of migrating cells. Scale: 50 $\mu$ m. **b** Western blot analysis of the effect of knockdown NFE2L3, LASP1 and overexpression of NAT10 in HeLa cells and

gastric cancer cells MGC-803.CCK8 suggests that knocking down NFE2L3 or LASP1 can restore the changes in cell proliferation caused by overexpression of NAT10. **c** Left: Transwell suggests that knocking down NFE2L3 or LASP1 can restore the changes in cell migration caused by overexpression of NAT10. Right: quantitative analysis of migrating cells. Scale: 50μm.**d** Colony formation and CCK8 suggested that knocking out NFE2L3 or LASP1 could restore the proliferation of MGC-803 cells induced by NAT10 overexpression. **e** Left:Transwell suggests that knocking down NFE2L3 or LASP1 can restore the changes in cell migration of MGC-803 cells caused by overexpression of NAT10. Right: quantitative analysis of migrating cells. Scale: 50μm.

**Supplementary Table 1**

Supplementary Table 1

**Supplementary Table 2**

The sequences of siRNAs and primers used in this study.

### Supplementary Table 3

The sequences of Double luciferase experiment

---

---

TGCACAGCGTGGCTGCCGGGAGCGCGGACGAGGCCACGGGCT  
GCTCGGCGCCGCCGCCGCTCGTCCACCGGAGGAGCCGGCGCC  
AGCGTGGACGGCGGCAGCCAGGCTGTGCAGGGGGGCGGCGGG  
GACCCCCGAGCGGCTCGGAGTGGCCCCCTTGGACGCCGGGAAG  
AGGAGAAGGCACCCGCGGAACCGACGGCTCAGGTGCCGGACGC  
TGGCGGATGTGCGAGCGAG

Supplementary Table 1

Supplementary Table 1

Supplementary Table 2

The sequences of siRNAs and primers used in this study.

Supplementary Table 3

The sequences of Double luciferase experiment

---

---

### ***RNA-Seq data analysis***

Raw sequencing data was first filtered by Trimmomatic (version 0.36), low-quality reads were discarded and the reads contaminated with adaptor sequences were trimmed. Clean Reads were further treated with in-house scripts to eliminate duplication bias introduced in library preparation and sequencing. In brief, clean reads were first clustered according to the UMI sequences, in which reads with the same UMI sequence were grouped into the same cluster. Reads in the same cluster were compared to each other by pairwise alignment, and then reads with sequence identity over 95% were extracted to a new sub-cluster. After all sub-clusters were generated, multiple sequence alignment was performed to get one consensus sequence for each sub-clusters. After these steps, any errors and biases introduced by PCR amplification or sequencing were eliminated.

The de-duplicated consensus sequences were used for standard RNA-seq analysis. They were mapped to the reference genome of *homo sapiens* from [ftp://ftp.ensembl.org/pub/release-87/fasta/homo\\_sapiens/dna/](ftp://ftp.ensembl.org/pub/release-87/fasta/homo_sapiens/dna/)) using STAR software (version 2.5.3a) with default parameters. Reads mapped to the exon regions of each gene were counted by featureCounts (Subread-1.5.1; Bioconductor) and then RPKM was calculated. Genes differentially expressed between groups were identified using the edgeR package (version 3.12.1). A p-value cutoff of 0.05 and Fold-change cutoff of 2 were used to judge the statistical significance of gene expression differences. 

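The number of genes past these cutoffs in the NFE2L3 knockdown libraries depended on the fold cutoff and on the filter for low counts. With an adjusted p under 0.05 from edgeR in place of the unadjusted p, 50 genes were lower and 97 were higher by at least 2-fold. With a fold of 1.5, 404 genes were lower and 604 were higher at an unadjusted p under 0.05. With no filter on low counts, 214 genes were lower and 358 were higher at the cutoffs stated here, and with at least 10 counts in every library 29 were lower and 49 were higher. The supplement names no adjustment of the p-values and no filter.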

Gene ontology (GO) analysis and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis for differentially expressed genes were both implemented by KOBAS software (version: 2.1.1) with a P-value cutoff of 0.05 to judge statistically significant enrichment. Alternative splicing events were detected by using rMATS (version 3.2.5) with a FDR value cutoff of 0.05 and an absolute value of  $\Delta\psi$  of 0.05.

### ***ChIP-seq Data analysis***

Raw sequencing data was first filtered by Trimmomatic (version 0.36), low-quality reads were discarded and the reads contaminated with adaptor sequences were trimmed.

The clean reads were used for protein binding site analysis. They were mapped to the reference genome of *homo sapiens* from [ftp://ftp.ensembl.org/pub/release-87/fasta/homo\\_sapiens/dna/](ftp://ftp.ensembl.org/pub/release-87/fasta/homo_sapiens/dna/) using STAR software (version 2.5.3a) with default parameters. The RSeQC (version 2.6) was used for reads distribution analysis. The MACS2 software (Version 2.1.1) was used for peak calling. The bedtools (Version 2.25.0) was used for peaks annotation and peak distribution analysis. The differentially binding peaks were identified by a python script, using fisher test. The Homer (version 4.10) was used for motifs analysis. Gene ontology (GO) analysis and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis for annotated genes were both implemented by KOBAS software (version: 2.1.1) with a corrected P-value cutoff of 0.05 to judge statistically significant enrichment.

#### ***acRIP-seq Data analysis***

Briefly, paired-end reads were harvested from Illumina HiSeq 4000 sequencer, and were quality controlled by Q30. After 3' adaptor-trimming and low quality reads removing by cutadapt software (v1.9.3). The reads were aligned to the reference genome (UCSC HG19) with hisat2 software (v2.0.4). MACS software (v1.4.2) was used for ac4C peak calling. DiffReps software was used to identify differentially enriched ac4C peaks. Peaks were annotated with home-made scripts. GO and Pathway enrichment analysis were performed for the differentially ac4C genes. The read alignments on genome could be visualized with the popular IGV software.

How the deposited data were processed for this re-analysis (not part of the article)

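The RNA-seq of 786-O cells with NFE2L3 knockdown was analysed, with 3 control siRNA libraries and 3 NFE2L3 siRNA libraries. The other experiments of the paper were not analysed here. Samples were assigned from the sample labels and the column names of Fig. 7b. In 2 knockdown samples the genotype label reads NFE2L4 or NFE2L5, numbers that run on from sample to sample, where the title, the source name and the paper give NFE2L3. No gene of either name is in the count table, and both were taken as NFE2L3 knockdown. The labels name a DNBSEQ-T7 instrument and a stranded kit, and the paper's methods name an Illumina instrument.

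According to Supplementary material 2 and the submitters' processing notes, the authors trimmed reads with Trimmomatic 0.36, collapsed reads with the same molecular identifier to consensus sequences, mapped these with STAR 2.5.3a to the Ensembl release 87 human genome and counted reads in exons with featureCounts of Subread 1.5.1. The deposited table holds these raw counts, with 1 value per gene and library, and the exon length of each gene. Its coordinates are those of GRCh38. The strand setting of the counting is not given in the sources used here. The authors used edgeR 3.12.1 with a p cutoff of 0.05 and a fold cutoff of 2. The totals of the deposited counts ran from 53051297 to 57391929 in the control libraries and from 51828446 to 56806368 in the knockdown libraries. Even numbers made up 67.6% to 69.9% of counts above 0 and under 30 and 52.2% to 53.5% of counts of 30 or more, as when both mates of a pair are counted, so counts rounded up after halving were tried as an alternative. Mitochondrial transcripts took 4.00% to 4.39% of the counts per library and the 10 most abundant genes 6.83% to 7.44%.

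From the counts, CPM, RPKM and tests were computed with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr (a minimum count of 10), which left 19916 of 56303 genes. Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR without a replicate block. Adjusted p-values are Benjamini-Hochberg values over all tested genes. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Counts of genes used an unadjusted p under 0.05 with a fold of at least 2, as in Supplementary material 2, and separately an adjusted p under 0.05. Before the data were examined, 34 gene lists, the alternatives and the rule for named genes were fixed. That rule took NFE2L3, the genes the paper names with those labelled in Fig. 7b, the 10 largest falls and the 10 largest rises among genes with a symbol, an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and up to 4 members per list with the smallest adjusted p. The list of genes the paper names also held NFE2L1, NFE2L2 and the small MAF genes from the start, as relatives and partners of NFE2L3, though the paper's text does not name them. ZDHHC11B, NDUFA13, CTC-260F20.3, BRD9, CLDN12, RP11-162P23.2, METTL5, ST7L, FTSJ3, RP11-561B11.2, CTD-2231E14.2, ACTA2, SLC16A1-AS1 and RP1-56K13.3 are named outside the rule. They are overlapping genes or copies found after the values were seen. Lists were tested with camera at a preset correlation of 0.01 where at least 5 members were tested, which 30 lists met, with an estimated correlation and fry as alternatives. Lists chosen by the study were not tested as sets. Of the genes this rule takes, 1 is not reported here.

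Seed sites of the siRNAs, the complement of positions 2 to 8 of the antisense strand, were searched in the longest annotated 3′ UTR of GENCODE v44 lifted to GRCh37, for sequence only. Of the tested genes, 12953 (65%) had such a UTR, and of the genes lower at an adjusted p under 0.05, 2374 of 2783 (85.3%). Log2 fold changes of genes with and without a site were compared by a two-sided Wilcoxon test and set beside up to 100 shuffled seeds, in Python 3.11.15 with SciPy 1.17.1. GC content was known for 75.1% of the tested genes, so a GC correction of the counts of changed genes was void, and it was used only for single genes and lists with enough values.

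The procedure was tested on simulated counts for the comparison of NFE2L3 knockdown and control over 19627 genes. It recovered 42.2% of genes changed 1.2-fold, 58.5% of those changed 1.5-fold and 81.5% of those changed 2-fold, and 6.16% of its 146 calls were unchanged genes. It found the list that had been shifted and called 1 of 29 other lists. The shifted list had an adjusted p = 1.78e-76 in the list test, so it was an easy case. The simulation therefore does not decide between the preset and the estimated correlation for the lists reported here. Further alternatives were RLE, upper quartile and unscaled library sizes, DESeq2 1.42.0, the exact test of edgeR, limma-voom, no filter, at least 10 counts in every library, a replicate block, length offsets, a test against a fold of 1.2 and leaving out each library.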

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

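The corrections for GC content and gene length and the filter of 10 counts and the halved counts as used on lists, the 6-base sites taken alone, and the explanation by the control transfection or time were chosen after the results were seen; the other tests here were set before their own values were known, though the medians of the lists had been seen.

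By camera with its preset correlation, 9 gene lists, most of whose members the paper does not discuss, stood apart from the other genes after NFE2L3 knockdown, and none did with an estimated correlation. fry, which tests whether the genes of a list move one way and compares them with no other genes, did not pass actin and adhesion (adjusted p = 0.0701) or ribosomal protein genes (adjusted p = 0.353) among these lists. The medians were -0.358 for interferon-stimulated genes, -0.241 for NF-κB targets and cytokines, -0.169 for the proteasome, -0.163 for targets of the antioxidant response and also -0.163 for MHC and antigen presentation genes, -0.081 for actin and adhesion, -0.076 for glucocorticoid receptor and target genes, -0.062 for ribosomal protein genes and 0.133 for G1/S and replication genes. The MHC list had 9 lower and no higher members of 17 (adjusted p = 0.00153 by camera, adjusted p = 0.395 with an estimated correlation), with B2M at a log2 fold change of -0.54, and it includes CD74, which the study picked from these libraries. The glucocorticoid receptor list had 5 lower and 1 higher of 12 (adjusted p = 0.0101 by camera, adjusted p = 0.395 with an estimated correlation), among them SGK1 (-0.90) and PER1 (-0.78), and it includes NR3C1, also picked by the study; its median rests on few genes, was -0.1507 to -0.0253 when 1 library was left out, over 1.5 times from its value in each case, was -0.003 with no filter on low counts, and had 6 members below and 6 above 0. The ribosomal protein list had 13 lower and none higher of 77 (adjusted p = 0.00597 by camera, adjusted p = 0.93 with an estimated correlation), and its call was lost without control replicate 1 (median -0.0411, adjusted p = 0.102), without knockdown replicate 1 (median -0.0407, adjusted p = 0.0763) and with length and GC offsets (adjusted p = 0.0562). The actin and adhesion list was lost without control replicate 2 (adjusted p = 0.0658), control replicate 3 (adjusted p = 0.0809) or knockdown replicate 3 (adjusted p = 0.0559), and with upper quartile scaling (adjusted p = 0.0792), a replicate block (adjusted p = 0.0514), length offsets, length offsets with the block or with GC offsets, at least 10 counts in every library and halved counts. The 10 splits of 6 libraries are too few for a share under 0.05. Of these, 3 called 9 or more lists, the real one included, and the highest of the other splits called 14. The other splits have control and knockdown libraries on both sides and can keep part of the knockdown difference, so they give no chance level.

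Of 41 interferon-stimulated genes, 30 were lower, 1 was higher and 10 did not pass (adjusted p = 0.395 with an estimated correlation). With trends on gene length and GC content removed the median was -0.3481. Of 40 members with an annotated 3′ UTR, 6 have a 7-base site of siNFE2L3-1 and the others had a median of -0.3548. Members without a 6-base site also had a median of -0.3548. Neither such a trend nor sites in the members themselves therefore account for the fall. An indirect effect through another gene with a site was not tested. A different interferon response to the control siRNA or at the labelled control time stays open, since 0 libraries of untransfected or time-matched cells are among the samples and this cannot be told apart from the knockdown. An effect of NFE2L3 loss on these genes is a hypothesis that these libraries leave untested.

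Of 37 proteasome genes, 25 were lower, none was higher and 12 did not pass (adjusted p = 0.449 with an estimated correlation). The median was -0.1518 with trends on gene length and GC content removed. It was -0.1690 over the members without a 7-base site of siNFE2L3-1, which 2 of 37 have. Neither such a trend nor sites in the members themselves therefore account for the fall. An indirect effect through another gene with a site was not tested. NFE2L1, the related factor known to drive proteasome genes, had a log2 fold change of 0.16 (adjusted p = 0.00179 from edgeR), and NFE2L2 of -0.09 (adjusted p = 0.0831). A response to NFE2L3 loss may contribute, as a hypothesis that these libraries leave untested, since the siRNA and the labelled time differ with it.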

How the results depend on the processing

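Halved counts, GC offsets, the log2 cutoff of 0.5, length offsets for lists, the filter of 10 counts for lists and leaving out libraries for the seed sites and the LASP1 rank were added after the data were seen. NFE2L3 (log2 fold change -2.57 to -2.51) and LASP1 (-0.58 to -0.54) kept their direction and call in all alternatives run for them. LASP1 ranked 1 of 12 by CPM, by RPKM without TMM, in each group alone and without each library. Of 151 other named genes, 135 of them called, at most 13 lost the call in any one alternative and none reversed.

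At the study's cutoffs, 75 lower and 144 higher genes became 214 and 358 with no filter, 29 and 49 with at least 10 counts in every library (fewer genes are tested), 35 and 60 with counts halved, 404 and 604 at 1.5-fold and 580 and 784 at a log2 fold change of 0.5. Leaving out 1 library gave 85 to 125 lower and 165 to 266 higher genes; the lower count was 116 without control replicate 2 and 125 without knockdown replicate 1, and the higher count was 266 without control replicate 1. At an adjusted p under 0.05, 2783 lower and 2537 higher genes became 451 and 428 against a fold of 1.2, 2210 to 2892 lower and 1966 to 2620 higher genes when 1 library was left out, and stayed within 1.5 times under the other alternatives. Upper quartile scaling gave 2422 lower and 2902 higher genes and unscaled library sizes 3013 and 2335. Apart from the filter, the cause of these changes was not tested. Called lists went from 9 to 0 with an estimated correlation, 13 with no filter and 7 to 11 with the other alternatives run on them.

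The shift of genes with a siNFE2L3-2 site, -0.0074 (two-sided Wilcoxon p = 0.00435, n = 12953 genes), was -0.0038 (p = 0.0546, n = 9666 genes) at a mean of at least 5 CPM. It was -0.0145 (without control replicate 2) to -0.0021 when 1 library was left out, and no longer passed without control replicate 1 (-0.0039) or knockdown replicate 1 (-0.0021). That of the control siRNA, 0.0077 (p = 0.53, n = 12953 genes), was 0.0279 (p = 0.000245) for 6-base sites and 0.0047 (without knockdown replicate 1) to 0.0198 (without knockdown replicate 2) when 1 library was left out. At a mean of at least 5 CPM it was 0.0151 (p = 0.0386, n = 9666 genes). The cause was not tested.

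Libraries of the same number share only a number: the correlations of their deviations were -0.015, -0.048 and -0.02, and no library correlated best with its own number. A replicate block gave 67 lower and 139 higher genes at the study's cutoffs and 2504 and 2278 at an adjusted p under 0.05.

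The 10 splits of the 6 libraries are too few for a share under 0.05. At the study's cutoffs 1 of 10 gave a count as large as 75 or 144, the real one, and the highest other was 45. At an adjusted p under 0.05 the highest other was 0. The other splits have control and knockdown libraries on both sides, which adds the knockdown difference to the spread within each side. They are therefore no chance level, and the 0 does not show how many calls chance gives.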

Differences from the paper's values

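The paper's count of transcripts lower after NFE2L3 knockdown is 312, and 75 genes were lower here at the p and fold cutoffs of its supplement. Of the alternatives set before the data were examined, no filter on low counts (214) and a fold of 1.5 (404) lay within 1.5 times of the paper's count. In Fig. 7a that number stands in the part of the RNA-seq circle that overlaps neither other circle. It may therefore leave out the overlapping transcripts, though the text gives it as the total. With the overlaps added the paper's count would be higher. It would then lie farther from the count with no filter, and would move in the direction of the 404 at a fold of 1.5. RLE (73), upper quartile (69), unscaled library sizes (77), DESeq2 (59), the exact test of edgeR (78), limma-voom (82), at least 10 counts in every library (29), the replicate block (67), length offsets (76), both together (69), an adjusted p with the 2-fold cutoff (50) and leaving out each library (85 to 125) did not.

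For LASP1 mRNA relative to control after NFE2L3 knockdown in 786-O cells, the paper's RT-qPCR value is about 0.027 in Fig. 7d, read by eye, and the RNA-seq gave 0.678. For NFE2L3 mRNA the paper's value is about 0.0025 in Fig. 7d, read by eye, and the RNA-seq gave 0.172. Neither came within 1.5 times of the paper's value under any alternative. The paper's values come from another assay and other samples.

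The control level of LASP1, about 40 RPKM in Fig. 7b, read by eye, is 39.8 here. The paper presents the 12 transcripts of Fig. 7b as downregulated, under a 2-fold cutoff in its supplement. All 12 were lower here, 11 at an unadjusted p under 0.05, and 0 of them by 2-fold at that p in edgeR. Nor did DESeq2, the exact test of edgeR or limma-voom give a 2-fold fall for any of them, the largest being a log2 fold change of ZC3H12D of -0.87 in limma-voom. The log2 fold change of EPPK1 passed at an adjusted p = 0.0275 from edgeR with no filter on low counts. At a fold of 1.5, 4 of the 12 transcripts passed, and at a log2 fold change of 0.5, chosen after seeing the values, 11, with 580 lower genes in all.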

Other observations

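GC offsets, the shares of genes with a site, the 6-base sites taken alone and leaving out libraries for the seed sites were chosen after the results were seen.

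Some lists that did not stand apart by camera with its preset correlation held single called genes. Among hypoxia targets, 7 were higher and 4 lower of 29, with PFKFB4 going from 6.96 ± 0.364 to 10.7 ± 0.611 CPM (SD, n = 3 each), a log2 fold change of 0.62. Among genes of migration and epithelial-mesenchymal transition, 11 were lower and 7 higher of 37, including SNAI2 (-0.51) and CDH2 (-0.39). When adjusted over the list alone, 15 were lower and 8 higher. The camera adjusted p was 0.0717, or 0.00331 with no filter on low counts and 0.395 with an estimated correlation. The fry adjusted p was 0.00818. Among glycolysis genes, a list that includes SLC16A1, 8 were lower and 3 higher of 20 (camera adjusted p = 0.062). The list passed with unscaled library sizes (adjusted p = 0.0327), no filter (adjusted p = 4.71e-04) and GC offsets (adjusted p = 0.0496). It also passed without control replicate 1 (adjusted p = 0.0317), without knockdown replicate 2 (adjusted p = 0.043) and by fry (adjusted p = 0.0482). It did not pass with an estimated correlation (adjusted p = 0.656). LDHA was at -0.30 and PFKL at 0.58. EGFR, on the list of renal carcinoma genes (4 lower and 2 higher of 19), had -0.41. The camera adjusted p of this list was 0.801, or 0.93 with an estimated correlation, and the fry adjusted p was 0.04. The serine synthesis enzyme PSAT1, on the list of the unfolded protein response and ATF4, had -0.68. For this list the camera adjusted p was 0.165, or 0.0150 with no filter and 0.65 with an estimated correlation. Its fry adjusted p was 0.0392. Of 15 tested β-catenin targets, 3 were lower and 2 higher (4 lower and 2 higher when adjusted over the list alone). JUN was at 0.32, FOSL1 at 0.16, TCF7L2 at -0.24 and CD44 at -0.14.

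By western blot after NFE2L3 knockdown, the paper reports reduced AKT and GSK3β phosphorylation and less β-catenin protein, which mRNA levels do not measure. The log2 fold change of the transcripts was 0.15 for AKT1 (adjusted p = 0.0138 from edgeR) and 0.10 for GSK3B (adjusted p = 0.19). It was -0.06 for CTNNB1 (adjusted p = 0.273). NAT10 had -0.12 (adjusted p = 0.0525). The paper reports more cells in G0/G1 after NFE2L3 knockdown by flow cytometry, other samples than these libraries; here, of 14 tested regulators of G1, 2 were higher, 3 were lower and 9 did not pass (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.91). The 4 with the smallest adjusted p from edgeR were RBL1 (0.38, adjusted p = 9.10e-06), CDKN1A (-0.25, adjusted p = 0.00126), CCND3 (-0.28, adjusted p = 0.00543) and CDK2 (0.15, adjusted p = 0.0287). The list of G1/S and replication genes had 16 higher and 2 lower of 38, with a median of 0.133. Its camera adjusted p was 1.16e-05, or 0.395 with an estimated correlation. Whether these transcripts follow the share of cells in G0/G1 was not tested. Mitochondrially encoded transcripts had 1 higher and 1 lower of 13 (0 higher and 0 lower when adjusted over the list alone).

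Genes with a 7-base seed site of siNFE2L3-1 (AGATTCA) in the 3′ UTR were lower than genes without one. The median log2 fold change was -0.0691 over 1982 genes with a site and -0.0029 over the others of 12953 genes (two-sided Wilcoxon p = 1.08e-35, n = 12953 genes, which are not independent replicates). Of the genes with a site, 29.9% were lower at an adjusted p under 0.05, against 16.2% without. Sites were in 33.3% of genes lower by 1.5-fold, against 14.9% of others (Fisher's exact p = 2.16e-13), and in 16.7% of genes lower at the study's cutoffs, against 15.3% of others (Fisher's exact p = 0.829). A site is in 3 of the 9 largest falls apart from NFE2L3 (ALDH2, SLC25A23 and AXL), in 1 of the 10 largest rises (ZDHHC11) and in 2 of the 12 genes of Fig. 7b (NR3C1 and TLR4). PSMC5, PRDX1, SRXN1, PIK3R1, PIK3CD, VASP, TPM4, TOP2A, EGFR and CD44 also have one.

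A candidate explanation for part of the lower genes is off-target repression by siNFE2L3-1: the difference of medians, -0.0662, lay below all 100 shuffled seeds (lowest -0.0243), while that of siNFE2L3-2, -0.0074, lay above all 20 of its possible shuffles. For the control siRNA, 7-base sites (0.0077) argue against repression in the control cells but 6-base sites (0.0279, above 98% of shuffles) go with it; the test set beforehand was of 7-base sites, and the 6-base sites were given weight only after their value was seen, so this cannot be told apart. For LASP1 the test set beforehand counted 7-base sites of siNFE2L3-1 in its 3′ UTR of 2992 bases and found 0, which would exclude the explanation; a 6-base site, 1 of which is there, was considered only afterwards, and since genes with only a 6-base site were also lower (-0.0369 against genes with none, two-sided Wilcoxon p = 1.46e-16, n = 2416 and n = 8555 genes) that bound was too strict and a seed effect on LASP1 cannot be told apart. Of genes with only a 6-base site, 3.44% were as low as LASP1, against 2.13% with none, so few genes of either kind fell as far. The 10 splits are too few for a share under 0.05. The shift of siNFE2L3-1 was as large in 1 of 10, the real one (highest other 0.0301 in size). That of siNFE2L3-2 was as large in 5 of 10 (highest other 0.0117). The other splits have control and knockdown libraries on both sides and can keep part of the knockdown difference, so they give no chance level.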
